# A single‐cell transcriptomic atlas characterizes age‐related changes of murine cranial stem cell niches

**DOI:** 10.1111/acel.13980

**Published:** 2023-09-08

**Authors:** Bo Li, Jingya Li, Bingzhi Li, Takehito Ouchi, Longjiang Li, Yu Li, Zhihe Zhao

**Keywords:** cranial bone marrow, inflammaging, mesenchymal stem cell, single‐cell RNA sequencing, stem cell niche, suture mesenchyme

## Abstract

The craniofacial bones provide structural support for the skull and accommodate the vulnerable brain tissue with a protective cavity. The bone tissue undergoes constant turnover, which relies on skeletal stem cells (SSCs) and/or mesenchymal stem cells (MSCs) and their niches. SSCs/MSCs and their perivascular niche within the bone marrow are well characterized in long bones. As for cranial bones, besides bone marrow, the suture mesenchyme has been identified as a unique niche for SSCs/MSCs of craniofacial bones. However, a comprehensive study of the two different cranial stem cell niches at single‐cell resolution is still lacking. In addition, during the progression of aging, age‐associated changes in cranial stem cell niches and resident cells remain uncovered. In this study, we investigated age‐related changes in cranial stem cell niches via single‐cell RNA sequencing (scRNA‐seq). The transcriptomic profiles and cellular compositions have been delineated, indicating alterations of the cranial bone marrow microenvironment influenced by inflammaging. Moreover, we identified a senescent mesenchymal cell subcluster and several age‐related immune cell subclusters by reclustering and pseudotime trajectory analysis, which might be closely linked to inflammaging. Finally, differentially expressed genes (DEGs) and cell–cell communications were analyzed during aging, revealing potential regulatory factors. Overall, this work highlights the age‐related changes in cranial stem cell niches, which deepens the current understanding of cranial bone and suture biology and may provide therapeutic targets for antiaging and regenerative medicine.

**Abbreviations**
CAR cell: CXCL12‐abundant reticular cell
CBMA: cranial bone marrow adjacent to the suture
CBMD: cranial bone marrow distant from the suture
cMo: classical monocyte
DC: dendritic cell
DEG: differentially expressed gene
DNT: double negative T cell
DPT: double‐positive T cell
ECM: extracellular matrix
FN1: fibronectin 1
GDT: γδ T cell
GO: gene ontology
GSEA: gene set enrichment analysis
GZMK: granzyme K
IGKC: immunoglobulin kappa constant
immNeu: immature neutrophil
iMo: intermediate monocyte
ISG: interferon‐stimulating gene
KEGG: Kyoto encyclopedia of genes and genomes
Macro: macrophage
MDP: monocyte‐macrophage/DC precursor
M‐MDSC: monocytic myeloid‐derived suppressor cell
mNeu: mature neutrophil
MNP: mononuclear phagocyte
MSC: mesenchymal stem cell
ncMo: non‐classical monocyte
NKT: natural killer T cell
NR4A1: nuclear receptor subfamily 4 group A member 1
Oc: osteoclast
OPN: osteopontin
OXPHOS: oxidative phosphorylation
pDC: plasmacytoid dendritic cell
PMN: polymorphonuclear neutrophil
PMN‐MDSC: polymorphonuclear myeloid‐derived suppressor cell
PTN: pleiotrophin
SASP: senescence‐associated secretory phenotype
SCLC: Schwann cell‐like cell
scRNA‐seq: single‐cell RNA sequencing
SDF‐1: stromal cell‐derived factor‐1
SSC: skeletal stem cell
STEM: short time‐series expression miner
SuSC: cranial suture mesenchymal stem cell
Taa: age‐associated T cell
Tex: exhausted T cell
TNC: tenascin c
Treg: regulatory T cell
UMAP: uniform manifold approximation and projection
VLA4: very late antigen 4
VSMC: vascular smooth muscle cell
ZFP36L2: zinc finger protein 36‐like 2

## 1 INTRODUCTION

Aging is a multifaceted and complicated process, manifested by the decline of normal physiological functions across tissues and organs, leading to overt frailty, mortality, and plenty of chronic diseases (Weng et al., 2022), which negatively affects the quality of life and health span. Notably, an overall decline of immunity often parallels the systemic aging process, affecting both the innate and adaptive immune systems. Counterintuitively, but in fact, immune cells undergo abnormal activation rather than suppression during aging, developing a persistent, chronic, low to mid‐grade inflammatory state, with compromised resistance to various pathological challenges, known as inflammaging (Almanan et al., 2020; Singh et al., 2019). In addition to systemic immune alterations, aging fundamentally impacts stem cells, a key player in maintaining homeostasis and responding to injury repair. Aging results in functional deterioration of stem cells, including permanent cell cycle arrest, impaired self‐renewal, and differentiation potentials, collectively referred to as stem cell senescence (Weng et al., 2022). Although the reciprocal interactions of stem cells and their niches remain unclarified, age‐related changes in stem cells are closely associated with inflammaging progression. Senescent stem cells typically secrete a combination of pro‐inflammatory factors, known as the senescence‐associated secretory phenotype (SASP; Khosla et al., 2022; Li et al., 2021), which plays a pivotal role in inflammaging progression via autocrine and/or paracrine. Besides, the aging stem cell niche skews hematopoietic differentiation toward the myeloid lineage, reinforcing cellular senescence and chronic inflammation (Tyrrell & Goldstein, 2021). Therefore, exploring the onset and progression of inflammaging from the perspective of stem cell niche is instrumental in comprehending both stem cell senescence and the broader phenomenon of systemic aging.

Upon aging, one of the most pronounced impairments occurs in the skeletal system, characterized by an impaired regeneration capacity. In the appendicular skeleton, intrinsic aging of skeletal stem cells (SSCs), also known as mesenchymal stromal or stem cells (MSCs), has been found to generate a degenerative inflammatory niche, leading to fragile bones that regenerate poorly (Ambrosi et al., 2021). Cranial bones are no exception. The self‐repair ability of cranial bones drastically decreases with age, leaving the organism vulnerable (Paige et al., 2006). In recent years, the cranial suture mesenchyme has been identified as a unique stem cell niche for homeostasis and tissue regeneration (Maruyama et al., 2016; Zhao et al., 2015). Indeed, suture mesenchyme is involved in a variety of physiological and/or pathological conditions, such as growth, injury repair, tissue remodeling, and craniosynostosis (Maruyama et al., 2021; Menon et al., 2021; Wilk et al., 2017; Yu et al., 2021; Zhao et al., 2015). Furthermore, deep imaging of murine calvaria via light‐sheet microscopy has revealed that SSCs and progenitor cells are spatially correlated with CD31^hi^Emcn^hi^ blood vessels, indicating both suture mesenchyme and cranial bone marrow serve as stem cell niches (Rindone et al., 2021). Thus, it is plausible to associate age‐related regenerative potential loss with alterations in cranial suture MSCs (SuSCs) and their niches. Recently, several groups have investigated the SuSCs or cranial suture biology in the context of craniosynostosis (Holmes et al., 2020), SSCs (Menon et al., 2021), healing (Aldawood et al., 2023; Xu et al., 2022), and embryonic development (Farmer et al., 2021; Holmes et al., 2021) utilizing single‐cell RNA sequencing (scRNA‐seq). However, none of the publications in this research area focused on age‐related changes in the cranial bone marrow, which also functions as a stem cell niche and deserves increased attention.

To this end, we aimed to delineate a comprehensive transcriptomic atlas to unravel age‐related changes in the two distinct cranial stem cell niches at single‐cell resolution. Also, we endeavor to gain valuable insights into the cellular and molecular alterations implicated in inflammaging. First, we depicted the immune cell landscape within cranial stem cell niches undergoing significant changes with age. Second, we identified several subclusters of immune cells closely linked to inflammaging, and a subset of senescent mesenchymal cells. Finally, mesenchymal cells were found to orchestrate cell–cell communication and modulate the local milieu. Overall, within the cranial stem cell niches, more pronounced transcriptional changes occur early rather than later in life; plus, early‐ and late‐life periods may not share the same gene regulatory networks. In conclusion, our study focused on the age‐related changes of cranial bone marrow and mesenchymal cells, which expands the current knowledge of cranial stem cell niches and craniofacial skeletal biology. Our data and findings may also enlighten regenerative medicine and anti‐senescence therapies.

## 2 RESULTS

### 2.1 Single‐cell atlas of different cranial stem cell niches by age and anatomic site

To decipher the age‐related changes of cranial stem cell niches, that is suture mesenchyme and cranial bone marrow, we harvested tissues from wild‐type C57BL/6 mice for enzymatic digestion and performed scRNA‐seq on suspensions (Figure 1a). Three different age groups were set up: 2‐month‐old (02 m), 12‐month‐old (12 m), and 18‐month‐old (18 m). Each age group was then further subdivided based on the anatomic site of the harvested tissues. One group had the cranial bone marrow (including the suture mesenchyme) adjacent to the suture (CBMA), and the other group included the cranial bone marrow distant from the suture (CBMD). The scRNA‐seq libraries were generated using the 10× Genomics Chromium platform. 

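The data are 6 libraries of single-cell 3' RNA-seq, 1 for each age and site: CBMA_02m, CBMA_12m, CBMA_18m, CBMD_02m, CBMD_12m and CBMD_18m. Each pool held cells of 6 to 8 C57BL/6 mice, stated to be male, so each age and site is 1 sample. Dura and periosteum were taken off the calvaria, the sagittal suture with the parietal bone beside it was separated from the parietal bone farther away, and cells were released with collagenase and dispase after which red cells were lysed and dead cells removed. These steps can change which cell types reach the droplets. The authors demultiplexed the reads with bcl2fastq 2.20 and aligned and counted them on GRCm38 with Cell Ranger 5.0.1, and the files hold whole-number UMI counts per gene and barcode, not normalized, for 55450 genes. UMI totals were 66264495, 16031737 and 53008232 in CBMA and 52638793, 31570441 and 41669916 in CBMD at 02m, 12m and 18m, 261183614 together. Counts were log-normalized per cell and clustered on the first 10 principal components as the paper states, with Seurat's default resolution of 0.8, no integration and no removal of doublets, since the paper's text names none of these. Clusters were named from a fixed set of marker genes. For expression, UMIs were summed over the cells of a class in a library and scaled to counts per 1000000 UMIs (CPM). A ratio between ages is given with an exact 95% interval from the 2 Poisson sums, and a share of cells with an exact binomial (Clopper-Pearson) interval. With 1 library per age and site there is no test across mice and no p-value, and every interval covers counting error only, not differences between pools of mice. For a fixed gene list the number of members at least 1.5-fold higher or lower is given among those with at least 50 UMIs over the 2 libraries. The median log2 ratio of a list is set beside 10000 random lists of the same size matched on mean expression, and its percentile among them describes these libraries.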

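The files hold 43420 barcodes, of which 37576 had 500 to 5000 genes, over 500 UMIs and under 25% mitochondrial UMIs. Genes seen in more than 3 cells numbered 27840. The cells kept were 8580, 2718 and 7232 in CBMA and 7956, 4464 and 6626 in CBMD at 02m, 12m and 18m, and their median UMI count ran from 2806 in CBMA_12m to 3931 in CBMA_02m. Transcripts of the sex chromosomes set the 12m libraries apart from the rest. Xist, the noncoding RNA of the inactive X chromosome (chromosome X of GRCm38 from 103460366 to 103483254), stood at 564 CPM (551 to 577) in CBMA_12m and 596 CPM (586 to 607) in CBMD_12m, and between 0.252 and 0.360 CPM in the 4 libraries of 02m and 18m. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together stood at 81 and 91.2 CPM at 12m and between 126 and 215 CPM in the others.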

After stringent quality control (QC; Figure S1A–C), six pooled samples with 35,894 cells were sequenced for subsequent analysis. Besides, we selected well‐established markers and conducted lineage tracing of Gli1+ (Zhao et al., 2015) and Axin2+ SuSCs (Maruyama et al., 2016) to confirm the different niches, CBMA and CBMD (Figure 1c,d).

**FIGURE 1:**
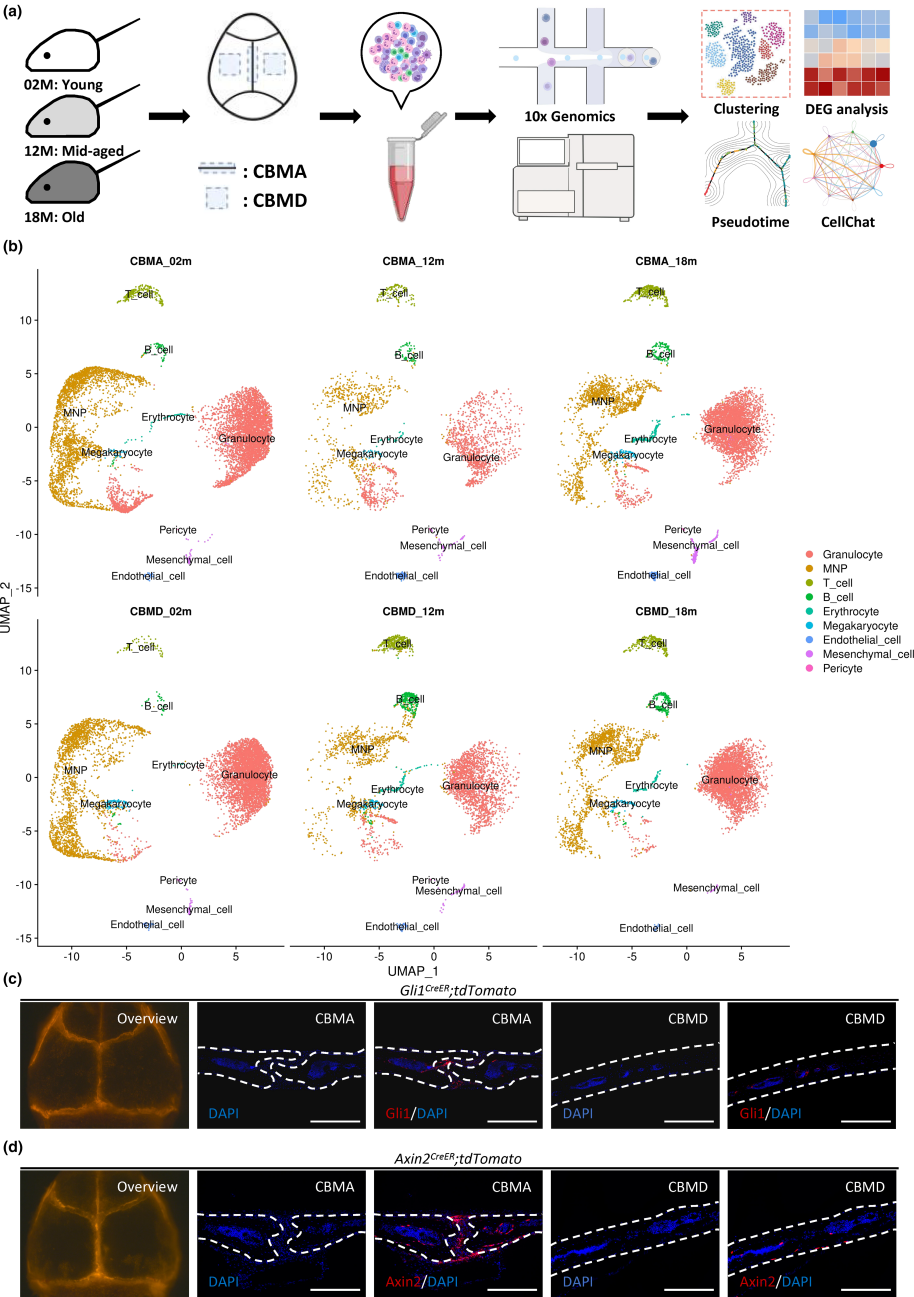
Overview of the workflow and the single‐cell atlas of cranial stem cell niches during aging. (a) Experimental design schematic. Briefly, six groups are established, including three groups of samples containing cranial bone marrow adjacent to the suture (CBMA_02m; CBMA_12m; CBMA_18m) and three groups of samples containing cranial bone marrow distant from the suture (CBMD_02m; CBMD_12m; CBMD_18m). All samples are processed using 10x Genomics Chromium platform. (b) UMAP method for dimensional reduction and visualization. UMAP plots segregated into CBMA_02m, CBMA_12m, CBMA_18m, CBMD_02m, CBMD_12m, and CBMD_18m groups. Cell types are clustered, annotated, and distinguished by colors. (c) Lineage tracing of Gli1+ SuSCs using *Gli1* ^*CreER*^; *tdTomato* mice induced with Tamoxifen. White dotted lines depict parietal bones and sagittal suture mesenchyme. Scale bars, 500 μm. (d) Lineage tracing of Axin2+ SuSCs using *Axin2* ^*CreER*^; *tdTomato* mice induced with tamoxifen. White dotted lines depict parietal bones and sagittal suture mesenchyme. Scale bars, 500 μm. Abbreviations: CBMA, cranial bone marrow (including the suture mesenchyme) adjacent to the suture; CBMD, cranial bone marrow distant from the suture; MNP, mononuclear phagocytes; SuSC, cranial suture mesenchymal stem cell; UMAP, Uniform Manifold Approximation and Projection.

Next, we applied the Uniform Manifold Approximation and Projection (UMAP) method for dimensional reduction and visualization. We identified a total of nine clusters, including granulocytes, mononuclear phagocytes (MNPs), T cells, B cells, erythrocytes, megakaryocytes, endothelial cells, mesenchymal cells, and pericytes, through unsupervised graph clustering (Figure 1b). 

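Clustering gave 23 clusters, and the fixed markers named each of them, for 22750 granulocytes, 10711 MNPs, 1594 T cells, 993 B-lineage cells, 645 mesenchymal cells, 410 erythroid cells, 389 endothelial cells and 84 mural cells such as pericytes. Granulocytes comprised 6 neutrophil clusters and 1 basophil cluster of 465 cells led by Prss34, Mcpt8 and Cpa3. Neutrophil cluster 5, led by the secondary granule genes Ltf and Ngp, drew 48% of its cells from CBMA_12m, and cluster 3, led by Ifit3b and Ifit3, drew 53.6% from CBMD_02m. MNPs comprised 6 monocyte clusters, a macrophage and dendritic cell cluster led by C1qa, Cd209a and H2-Eb1, and a progenitor cluster of 1311 cells led by Pf4, Mpo and Elane. Mesenchymal cells comprised cluster 17, led by Sfrp2, Col3a1 and Col1a1, and cluster 20, led by Cxcl12, Ibsp and Adipoq. No cluster was named megakaryocyte. Within the MNPs a group of 141 cells was led by the platelet genes Pf4, Ppbp and Itga2b and stayed unnamed.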

The top 10 expressed genes of each cluster were presented (Figure S2A). Furthermore, all cell clusters were verified with several representative marker genes according to our recently published review (Li et al., 2023; Figures 2a,b, and S2B). 

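The markers that named the clusters separated the classes by large factors, which follows from the naming and is not independent of it. S100a8, a calcium-binding protein abundant in neutrophils, stood at 84682 CPM in granulocytes and 3344 CPM in MNPs. Csf1r, the receptor for macrophage colony-stimulating factor, stood at 205 CPM in MNPs and 60.4 CPM in granulocytes. Cd3e reached 360.4 CPM in T cells, Cd79a 947 CPM in B-lineage cells, Pecam1 1085 CPM in endothelial cells and Acta2 11342 CPM in mural cells. Retnlg, a neutrophil transcript, stood at 17631 CPM in granulocytes and was also counted in the other classes, at 596 CPM in T cells and 1161 CPM in mesenchymal cells.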

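Granulocytes, MNPs and T cells together were 35055 of 37576 cells, 93.3% (93.0 to 93.5). Within single libraries this share was 97.4%, 89.9% and 88.9% in CBMA and 98.0%, 86.5% and 93.1% in CBMD at 02m, 12m and 18m. By class and site, granulocytes made up 59.1% of CBMA cells and 61.9% of CBMD cells, MNPs 29.5% and 27.6%, and T cells 4.41% and 4.08%.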

Granulocytes, MNPs, and T cells were the top three most abundant cell types among cellular compartments, comprising over 80% of the total cells, which drove our focus on these immune clusters. 

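Mesenchymal cells, the class that holds skeletal stem and stromal cells, were 467 of 18530 CBMA cells, 2.52% (2.30 to 2.76), and 178 of 19046 CBMD cells, 0.935% (0.803 to 1.08). In CBMA the share was 0.804% (0.626 to 1.02), 1.84% (1.37 to 2.42) and 4.81% (4.33 to 5.33) at 02m, 12m and 18m, and in CBMD 0.804% (0.620 to 1.03), 1.21% (0.910 to 1.58) and 0.906% (0.692 to 1.16). The CBMA excess lay at 18m, where the sites held 348 and 60 such cells. At 02m they held 69 and 64, and at 12m 50 and 54, with overlapping intervals of the share. With 30 principal components, where 446 cells led by both mural and mesenchymal genes formed a cluster left unnamed, the shares at 02m and 18m were 0.0699% and 1.70% in CBMA and 0% and 0.875% in CBMD.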

Meanwhile, mesenchymal cells accounted for approximately 2.5% and 0.8% of all identified cells in CBMA and CBMD, respectively. Further detailed characterizations and subclustering analyses of these cell types were presented in subsequent sections.

**FIGURE 2:**
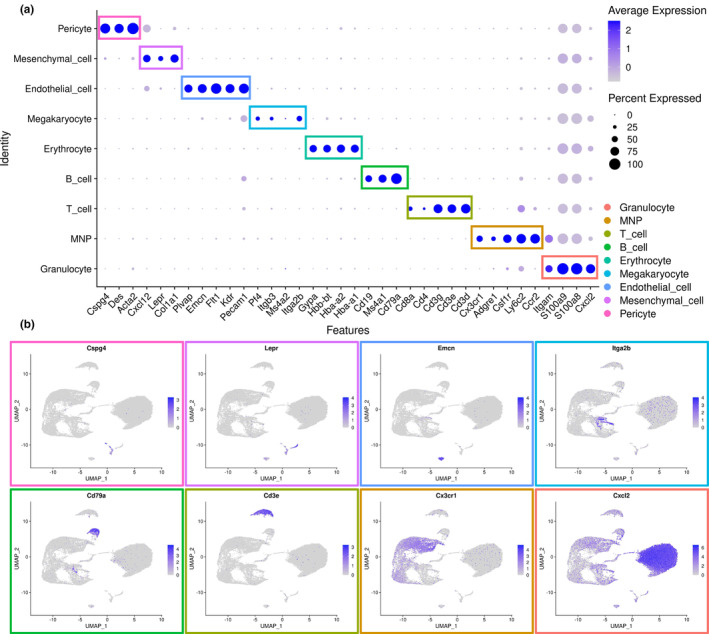
Cell‐type annotation and marker gene expression of cell clusters within cranial stem cell niches. (a) Dot plot demonstrating the expression of classical marker genes in different cell clusters. Cell types are distinguished by colors. (b) Feature plots demonstrating representative marker genes in different cell clusters. Cell types are distinguished by colors (erythrocyte cluster not shown).

### 2.2 Characterization of transcriptomic profiles and gene expression patterns of cranial stem cell niches

Six individual UMAP plots were displayed across age stages and anatomic sites (Figure 1b). Despite similarities between UMAP plots, the specific cell composition, particularly immune cells, varied by age and anatomical location (Figure S2C). Comparisons were made within the CBMA and CBMD groups, that is CBMA_02m versus CBMA_12m versus CBMA_18m and CBMD_02m versus CBMD_12m versus CBMD_18m, respectively, regarding the relative abundance of each cell type. For instance, in both the CBMA and CBMD groups, granulocyte counts initially decreased (12 m vs. 02 m) and later increased (18 m vs. 12 m) to a comparable level as the beginning (18 m vs. 02 m; Figure 3a,b). 

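Granulocytes, here neutrophils and basophils, made up 57.8% (56.7 to 58.8), 57.1% (55.2 to 58.9) and 61.5% (60.3 to 62.6) of CBMA cells at 02m, 12m and 18m, and 64.2% (63.1 to 65.3), 53.4% (51.9 to 54.8) and 65% (63.8 to 66.2) of CBMD cells. In CBMA the intervals of 02m and 12m overlapped, and in CBMD those of 02m and 18m did. The largest neutrophil cluster differed between libraries: cluster 1, led by BC100530, Stfa1 and Retnlg, held 40.8% and 35.6% of the granulocytes of CBMA_02m and CBMD_02m, and cluster 0, led by Acod1 and Hcar2, 41.5% and 53.0% of those of CBMA_18m and CBMD_18m. At 12m it was cluster 5 in CBMA, with 66.5%, and cluster 2 in CBMD, with 51.7%. A share depends on the yield of every other class from the same digest.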

As for MNPs, in CBMA groups, MNP counts tended to decline along with aging (12 m vs. 02 m, 18 m vs. 12 m; Figure 3a); in CBMD groups, MNP counts first declined (12 m vs. 02 m), then elevated slightly (18 m vs. 12 m), but were still lower than baseline (18 m vs. 02 m; Figure 3b). 

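MNPs (monocytes, macrophages, dendritic cells and Mpo-expressing progenitors) made up 36.7% (35.7 to 37.7), 27.4% (25.7 to 29.1) and 21.7% (20.7 to 22.6) of CBMA cells at 02m, 12m and 18m. In CBMD they made up 32.7% (31.7 to 33.7), 24.7% (23.4 to 26.0) and 23.4% (22.4 to 24.5). Without the progenitors the CBMA shares were 33.9%, 20.0% and 19.9% and the CBMD shares 30.8%, 15.3% and 20.8%. The 02m intervals lay above those of both older ages in each site. An Xist UMI was held by 54.7% and 53.5% of the 12m MNPs of CBMA and CBMD.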

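T cells, with the NK-like cells that clustered with them, made up 2.90% (2.56 to 3.28), 5.41% (4.59 to 6.33) and 5.82% (5.29 to 6.39) of CBMA cells at 02m, 12m and 18m and 1.13% (0.911 to 1.39), 8.47% (7.67 to 9.32) and 4.66% (4.17 to 5.20) of CBMD cells. At 02m they numbered 249 and 90, at 18m 421 and 309. Leaving out the NK-like cells gave 2.89%, 3.27% and 5.59% in CBMA and 1.11%, 7.15% and 4.56% in CBMD, so the 12m value in CBMA moved close to that of 02m. Among the T cells of 12m, 55.1% in CBMA and 64.3% in CBMD held an Xist UMI.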

As for T cells, in CBMA groups, their abundance was first enriched (12 m vs. 02 m) and then remained at a higher level with an almost unchanged percentage (18 m vs. 12 m, 18 m vs. 02 m; Figure 3a); in CBMD groups, the proportion of T cells was also drastically increased (12 m vs. 02 m), then reduced (18 m vs. 12 m), but still sustained a higher level than the beginning (18 m vs. 02 m; Figure 3b). Overall, it is difficult to conclude a general linear trend for age‐related changes in cranial stem cell niches.

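The smaller classes differed between ages too. B-lineage cells, plasma cells included, were 0.863%, 2.72% and 2.20% of CBMA cells at 02m, 12m and 18m and 0.578%, 8.67% and 3.82% of CBMD cells. Endothelial cells were 0.280%, 4.599% and 1.67% and 0.339%, 1.05% and 0.679%, and erythroid cells 0.606%, 0.699% and 1.73% and 0.0503%, 2.46% and 1.51%. Of the B-lineage cells of 12m, 55.4% and 54.3% held an Xist UMI. Red cell lysis precedes capture, so the erythroid share also reflects what that step left. In all cells, the 9 erythroid transcripts of the fixed list (hemoglobin genes, Alas2, Slc4a1 and others) had a median log2 ratio of 0.27 in CBMA (percentile 74.3) and 2.62 in CBMD (percentile 100) for 18m against 02m.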

**FIGURE 3:**
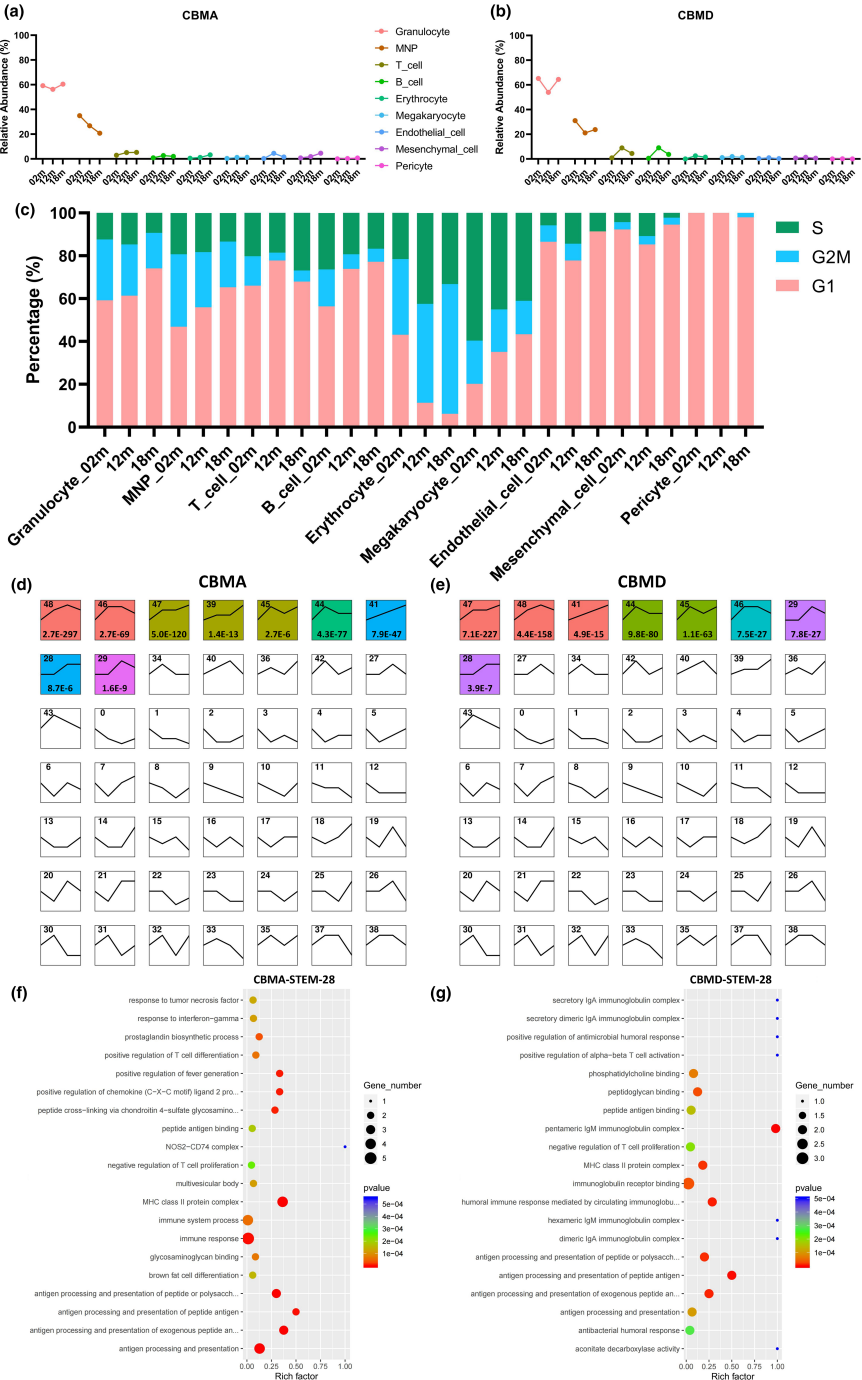
Characterization of the cellular composition, cell cycle distribution, and temporal gene expression profile. (a, b) Line charts depict the cellular composition of each cell type within CBMA (a) and CBMD (b) at different ages. Cell types are distinguished by colors. (c) Bar chart showing cell cycle distribution concerning each cell type within cranial stem cell niches (CBMA and CBMD) at different ages. Cell types are distinguished by colors. (d, e) STEM analysis showing temporal gene expression profiles in CBMA (d) and CBMD (e). Profiles enriched with statistical significance are color labeled with *p* values annotated. (f, g) GO analysis of genes related to profile 28 in CBMA (f) and CBMD (g). Top 20 enriched GO terms are displayed. Abbreviations: STEM, Short Time‐series Expression Miner; GO, Gene Ontology.

Cell cycle arrest is a hallmark of aging and cellular senescence. Hence, we performed cell cycle analysis (Figure S2D). Not surprisingly, we found that most cell types underwent potential cell cycle arrest during aging, with higher portions of cells in the G1 phase and lower portions in the S and G2/M phases (Figure 3c). 

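Genes of the G2 and M phases, which encode mitotic proteins such as cyclin B2 and Top2a, were less abundant at the older ages in all cells together. Their summed level was 8468, 6445 and 4583 CPM at 02m, 12m and 18m in CBMA and 7869, 4122 and 5119 CPM in CBMD. Genes of the S phase stood at 1964, 1829.6 and 1269 CPM and 1521, 1336 and 1357 CPM. Of the 54 G2 and M genes measured, 39 in CBMA and 20 in CBMD were at least 1.5-fold lower at 18m than at 02m and none was higher (median log2 -0.92 and -0.40, percentile 0 in each). For the S phase list, 25 and 6 of 41 were lower (median log2 -0.71 and -0.15), and with the classes weighted equally its medians were 0.0098 and 0.014. With each cell thinned to 1000 UMIs, G1 calls made up 38.5%, 40.1% and 57.2% of all CBMA cells and 40.0%, 54.2% and 53.3% of CBMD cells. In MNPs they were 34.1%, 42.3% and 58.1% and 33.8%, 44.8% and 49.7%, and in T cells 58.7%, 49.7% and 56.3% and 44.8%, 68.2% and 53.6%. G1 calls were 39.8%, 35.9% and 55.3% and 42.2%, 55.8% and 54.9% in granulocytes and 63.8%, 53.3% and 84.2% and 85.7%, 83.0% and 76.7% in mesenchymal cells, where the sites went apart. In CBMA T cells the difference between 18m and 02m turned positive when thinned to 2000 UMIs or not thinned, at 2.56 to 4.39 percentage points, while in CBMD T cells it ran from 0.701 to 5.70 and in CBMA mesenchymal cells from 9.60 to 12.2, below the values at 1000 UMIs. Within granulocytes the G2 and M genes stood at 6282, 8038 and 4236 CPM in CBMA and 4525, 4078 and 4156 CPM in CBMD, while the median log2 ratio of members at 18m was -0.72 and 0.68. Without thinning, the G1 share of all cells was 56.5%, 50.2% and 78.1% in CBMA and 63.1%, 71.1% and 74.2% in CBMD, and thinning left out 58 to 339 shallower cells per library.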

Next, we applied the Short Time‐series Expression Miner (STEM) software (Ernst & Bar‐Joseph, 2006) to analyze the transcriptomic changes over time. Our goal was to discover temporal gene expression profiles and identify the genes associated with these specific profiles (Figure 3d,e). As is shown, each small square represents a specific cluster containing a group of genes with the same expression profile (Figure 3d,e). In particular, we focused on the temporal expression profiles with statistical significance and upregulation tendency, including profiles 47, 39, 41, and 28 in CBMA (Figure 3d) and profiles 47, 41, and 28 in CBMD (Figure 3e). 

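Genes were sorted by their CPM at the 3 ages in all cells, calling a pair of ages apart when they differed by at least 1.5-fold. In CBMA, 2780 of 16684 genes (16.7%) were higher at both 12m and 18m than at 02m, 1050 were higher at each step, 1203 were higher at 18m alone and 1829 at 12m alone. In CBMD, 2143 of 16573 genes (12.9%) were higher at both older ages, 191 at each step, 546 at 18m alone and 1798 at 12m alone. The first pattern held 982 genes in both sites. Genes lower at both older ages numbered 783 in CBMA and 1067 in CBMD. STEM, which tests fitted profiles, was not run here, and these patterns are sizes with no test.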

Since STEM is fully integrated with the Gene Ontology (GO) database, we performed gene enrichment analysis for the sets of genes involved in the above profiles. Eventually, we found enrichment in immune response, immune system process, antigen processing and presentation, inflammatory response, and regulation of immune cells, especially in profile 28 in both the CBMA and CBMD groups (Figure 3f,g), suggesting that inflammaging transcriptional alterations emerged as early as middle age (12 m) and persisted into old age (18 m). In addition, gene sets were also involved in protein binding, cytosol, cytoplasm, nucleus, regulation of transcription, and some other biological processes (Figure S3A–E).

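Genes of antigen presentation by MHC class II were higher in all cells together at both older ages in both sites. In all cells, 7 of 10 members in CBMA and 8 of 10 in CBMD were at least 1.5-fold higher at 18m than at 02m and none was lower, with median log2 ratios of 1.85 and 1.25 (percentile 100 in each). For 12m against 02m the medians were 1.99 and 1.49, and with the cell classes weighted equally the CBMA value was 0.35. Weighted in this way the 18m medians were 0.46 in CBMA and 0.65 in CBMD, and within B-lineage cells of 18m 9 of 10 class II genes were lower in CBMA and 2 of 10 in CBMD. H2-Aa, the alpha chain of a class II molecule (chromosome 17 of GRCm38 from 34282744 to 34287823), stood at 161, 768 and 783 CPM in CBMA. All 12 immunoglobulin genes of the list were higher at 18m in each site (median log2 3.35 and 4.07) and at 12m (2.70 and 4.29). Of 32 inflammatory and secretory genes measured in CBMA, 22 were higher and 2 lower at 18m (median log2 1.37, percentile 100). In CBMD 11 of 31 were higher and 4 lower (0.077, percentile 59.8). At 12m the medians of these genes were 0.24 in CBMA and 0.64 in CBMD, and their summed level stood at 0.860 and 1.08 times that of 02m. With the classes weighted equally the CBMA medians at 18m were 1.19 for immunoglobulin, with 0.17 at 12m, and 0.58 for inflammatory genes. With called doublets left out the immunoglobulin medians in CBMA were 5.65 at 18m and 5.39 at 12m. Interferon-stimulated genes went the other way: 28 of 37 in each site were lower at both 12m and 18m. Their median log2 ratio for 18m was -1.61 in CBMA and -1.79 in CBMD (percentile 0). From the enrichment of immune terms among genes higher at both older ages, the paper proposes that transcriptional changes of inflammaging were already present in middle age and lasted into old age.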

### 2.3 Identification of senescent mesenchymal cells by subclustering and pseudotime trajectory analysis

Recent studies have highlighted the heterogeneity and plasticity of mesenchymal cells (Tan et al., 2022; Wang, Chai, et al., 2021). Thus, from this perspective, we delved into the properties of cranial suture and bone marrow mesenchymal cells. Likewise, the cluster of mesenchymal cells in our study was identified according to the expression of SSC/MSC (*Lepr*, *Cxcl12*) and osteoblast (*Col1a1*) marker genes (Matsushita et al., 2020; Zhou et al., 2014). 

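The 2 clusters named mesenchymal carried these genes at levels far above the blood cell classes. Lepr, the leptin receptor, stood at 427 CPM in mesenchymal cells and 0.360 CPM in granulocytes, Cxcl12 at 8654 and 6.32 CPM, and Col1a1 at 7077 and 10.9 CPM. Among nonmesenchymal classes Cxcl12 was also counted in endothelial cells, at 491 CPM. These 3 genes were among the markers that named the class.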

For in‐depth analysis, we reclustered the mesenchymal population and obtained six subclusters (Figure 4a). 

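Reclustering the 645 mesenchymal cells by the same procedure gave 10 sub-clusters. Of these, 9 were named: 2 as CAR cells, 2 as SuSCs, and 1 each as fibroblasts, osteoblasts, VSMCs, SCLCs and cells led by neutrophil genes. A sub-cluster of 48 cells stayed unnamed, led by Postn and Tnn. At 02m, 12m and 18m the CAR cells numbered 3, 5 and 100 in CBMA and 0, 23 and 42 in CBMD. SuSCs numbered 38, 3 and 103 in CBMA and 30, 1 and 1 in CBMD. The SCLC group held 32 cells, 90.6% of them from CBMA_18m. Sub-clusters this small can split or merge with the choice of resolution.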

The subclusters were assigned identities based on the top 10 expressed genes using the Seurat function FindAllMarkers (Figure 4b) and validated by several classical marker genes (CAR [CXCL12‐abundant reticular cell], *Cxcl12*, *Lepr*, *Ebf3*, *Adipoq*; VSMC [vascular smooth muscle cell], *Myh11*, *Tagln*, *Rgs5*; senescent cell, *Il1b*, *Itgam*, *Lmnb1*; SuSC, *Gli1*, *Axin2*, *Prrx1*, *Ctsk*, *Bmp1ra*; SCLC [Schwann cell‐like cell], *S100b*, *Mbp*, *Mpz*, *Plp1*; Fibroblast, *Dpt*, *Pi16*, *Ly6a*; Figure 4c). 

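Adipoq, encoding adiponectin, stood at 1184 CPM in CAR cells and 0.651 CPM in SuSCs, and Ebf3 at 1121 and 23.4 CPM. Myh11 stood at 705 CPM in VSMCs, Tagln at 569 CPM and Rgs5 at 9015 CPM. Mbp, encoding myelin basic protein, stood at 7132 CPM in SCLCs and S100b at 1046 CPM. Dpt stood at 714 CPM in fibroblasts, Pi16 at 753 and Ly6a at 989 CPM. SuSCs had Gli1 at 21.5 CPM, Axin2 at 21.5, Prrx1 at 855, Ctsk at 333 and Bmpr1a at 116 CPM. Most of these are the naming markers, so their levels are not results of their own.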

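The sub-cluster that matches the paper's senescent subset by its genes held 76 cells and was led by neutrophil transcripts: Mmp8, Cxcr2, S100a8, Wfdc17, Wfdc21, Retnlg, Tnfsf14 and S100a9. Itgam, the integrin alpha M chain of myeloid cells (chromosome 7 of GRCm38 from 128062640 to 128118491), stood at 302 CPM in it and 4.55 CPM in SuSCs, Lmnb1, encoding lamin B1, at 382 and 13.7 CPM. Ptprc, which encodes the leukocyte antigen CD45, stood at 985 CPM in this sub-cluster and 15.2 CPM in CAR cells, and Csf3r, the receptor for granulocyte colony-stimulating factor, at 1462 and 31.98 CPM. Its median UMI count was 3039, and 17.1% of its cells were called doublets by rank. In mesenchymal cells as a whole, 3 of 18 neutrophil transcripts were at least 1.5-fold higher and 9 lower at 18m than at 02m in CBMA (median log2 -0.59), and 0 of 15 higher and 14 lower in CBMD (-1.67).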

Notably, we identified a unique subset of senescent mesenchymal cells exhibiting high expression of aging‐related genes (Figure 4c–f), whose senescence state was validated by using the Seurat function AddModuleScore, showing to possess the highest “senescent scores” (Figure S3F), herein referred to as senescent cells. However, some common senescence markers, such as *Cdkn2a* and *Cdkn1a*, were somehow not exclusively enriched in the core signature of the senescent subset, supporting the idea that known senescence markers lack universality across different cell types (Hernandez‐Segura et al., 2017).

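Cdkn1a, encoding the cell cycle inhibitor p21 (chromosome 17 of GRCm38 from 29090976 to 29100727), stood at 77.0 CPM in the sub-cluster led by neutrophil genes, 50.1 CPM in SuSCs and 1195 CPM in SCLCs. Cdkn2a, encoding p16, had 0 UMIs in the neutrophil-gene sub-cluster and 0 in SuSCs. Relative to 02m, Cdkn1a in all mesenchymal cells of 18m was higher 12.6-fold (5.35 to 39.1) in CBMA and 1.25-fold (0.683 to 2.29) in CBMD. The SCLCs were 0 of 69 mesenchymal cells of CBMA_02m and 29 of 348 of CBMA_18m, so their number enters the CBMA ratio. Of the 9 fixed senescence genes measured in CBMA mesenchymal cells, 4 were at least 1.5-fold higher and 0 lower at 18m (median log2 0.36, percentile 83.5), and fewer than 3 were measured in CBMD. In all cells the median was 0.65 in CBMA (percentile 97.8) and 0.44 in CBMD (percentile 97.6). Their summed level in all cells stood at 1.05 (1.04 to 1.06) times that of 02m in CBMA and 0.975 (0.963 to 0.987) times in CBMD.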

**FIGURE 4:**
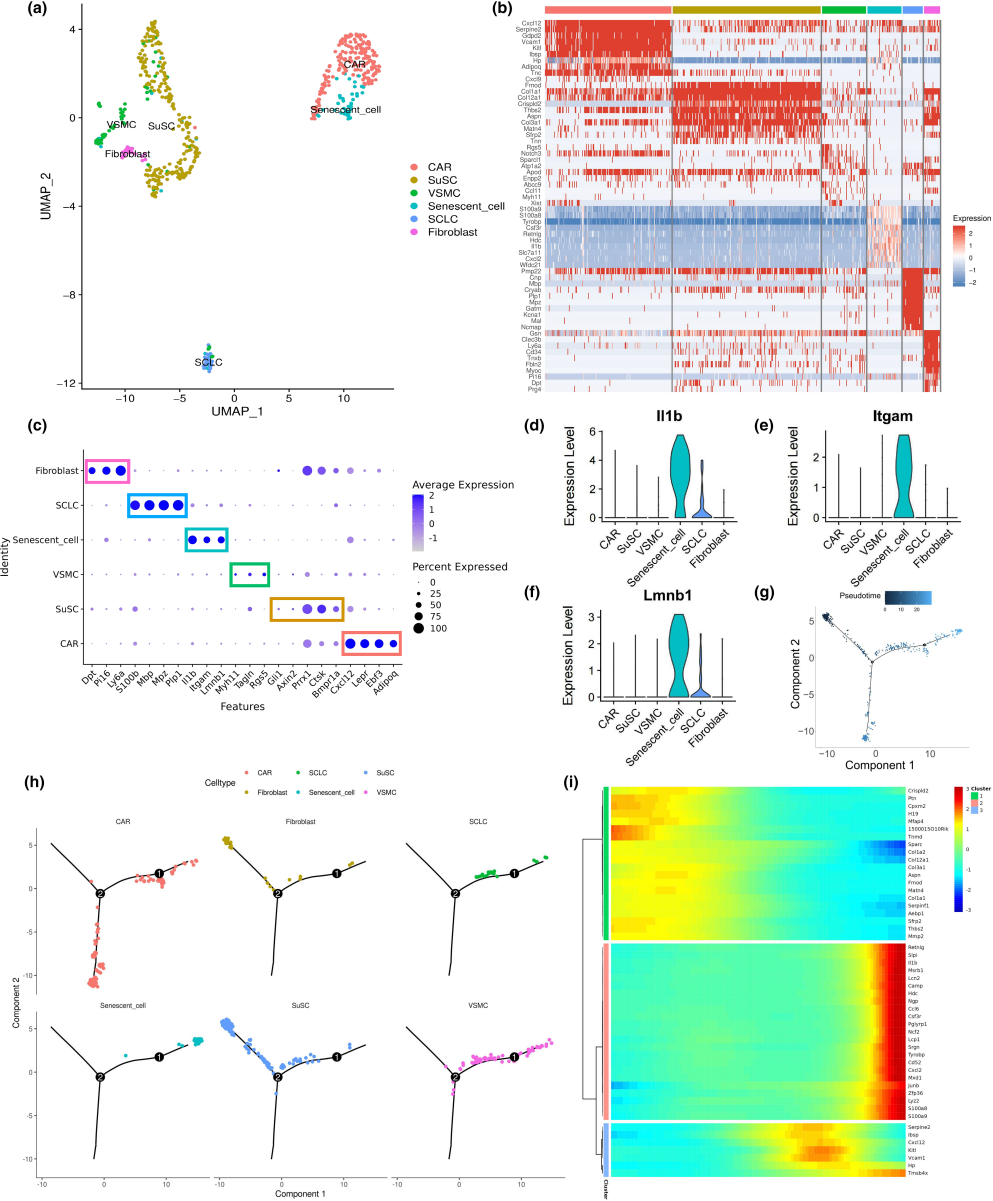
Subclustering and pseudotime trajectory analysis of the mesenchymal cell cluster. (a) UMAP plot of the reclustered mesenchymal cell population. Mesenchymal cell subsets are distinguished by colors. (b) Heatmap revealing six subsets of the mesenchymal cell cluster within cranial stem cell niches (CBMA and CBMD). Top 10 marker genes with the highest expression in each subset are displayed. (c) Dot plot demonstrating the expression of classical marker genes in different mesenchymal cell subsets. Mesenchymal cell subsets are distinguished by colors. (d–f) Violin plots depict expression levels of aging‐related marker genes, such as *Il1b* (d), *Itgam* (e), and *Lmnb1* (f), highly expressed by the senescent subset of mesenchymal cells. Mesenchymal cell subsets are distinguished by colors. (g) Developmental trajectory of mesenchymal cell subsets by pseudotime value. (h) Distribution of six mesenchymal cell subsets along the developmental trajectory. The senescent subset had the highest pseudotime value and was located at the ending point, whereas the SuSC subset had the lowest pseudotime value and was located at the starting point. (i) Clustered heatmap revealing top 50 genes with the most significant alterations across pseudotime in mesenchymal cell population. Abbreviations: CAR, CXCL12‐abundant reticular cell; SCLC, Schwann cell‐like cell; VSMC, vascular smooth muscle cell.

To unveil age‐related changes in mesenchymal cells and properties of the senescent subset, we performed pseudotime analysis and reconstructed developmental trajectories using Monocle (Trapnell et al., 2014; Figure 4g). We found that six mesenchymal subclusters were distributed along branches of the pseudotime trajectory, with the senescent cell subcluster having the highest pseudotime value and positioned at the endpoint, indicating a terminal state of this senescent subset (Figure 4h). In contrast, SuSC had the lowest pseudotime value and was located at the beginning of the trajectory, indicating its role as a developmental origin for other mesenchymal cell subclusters (Figure 4h). In addition, we estimated RNA velocities in single cells using the velocyto.R package (La Manno et al., 2018) to assess transcriptional activity and kinetics (Figure S4A). Velocity fields and pseudotime values were projected onto the UMAP plot, providing insight into the origin and interrelationship of mesenchymal cell subsets, and we found great consistency between the UMAP plots in terms of cell differentiation status (Figure S4A,B). Therefore, we confirmed that the SuSC subset serves as the origin of mesenchymal cells while the senescent subset represents the terminal state, which potentially regulates inflammaging processes.

Furthermore, the top 50 genes with significant changes over pseudotime were clustered (Figure 4i). In general, many genes related to inflammatory processes showed an increased pattern, such as *Il1b*, *Cxcl2*, *S100a8*, and *S100a9* (Figures 4i and S4C). 

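Pseudotime and RNA velocity were not analysed here, so the genes are given between the paper's 2 ends of the trajectory and between ages. Il1b, encoding interleukin-1 beta (chromosome 2 of GRCm38 from 129364570 to 129371139), stood at 40.3 CPM in SuSCs and 2490.3 CPM in the neutrophil-gene sub-cluster. The chemokine gene Cxcl2 stood at 46.8 and 3876 CPM, S100a8 at 375 and 59129.9 CPM, and S100a9 at 434 and 65289.5 CPM. Relative to 02m, Il1b in all mesenchymal cells of 18m stood at 3.73 times (2.61 to 5.54) in CBMA and 0.631 times (0.468 to 0.844) in CBMD, and Cxcl2 at 1.50 times (1.18 to 1.94) in CBMA and 0.179 times (0.138 to 0.229) in CBMD. S100a8 stood at 0.458 times (0.440 to 0.477) in CBMA and 0.204 times (0.190 to 0.218) in CBMD, and S100a9 at 0.479 times (0.462 to 0.497) in CBMA and 0.314 times (0.295 to 0.334) in CBMD. With the neutrophil-gene sub-cluster left out, S100a8 and S100a9 in CBMA stood at 2.65 and 2.42 times their 02m levels and Il1b in CBMD at 1.25 times, and with called doublets left out Cxcl2 in CBMA stood at 0.961 times.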

Intriguingly, typical SSC/MSC marker genes were also upregulated, such as *Cxcl12*, *Lepr*, *Ebf3*, and *Vcam1* (Figures 4i and S4D,E), indicating a self‐modulation of mesenchymal cells in response to inflammaging to preserve their stemness. Conversely, genes associated with fibrillar collagens and osteogenesis, such as *Col3a1*, *Col14a1*, *Col12a1*, *Col1a1*, and *Col1a2*, showed downregulation (Figures 4i and S4F), suggesting impaired osteogenic capacity in senescent cells. 

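The stem cell markers were highest in CAR cells, and Cxcl12, Vcam1 and Ebf3 stood higher in the neutrophil-gene sub-cluster than in SuSCs. Cxcl12 stood at 28065 CPM in CAR cells, 1484 CPM in the neutrophil-gene sub-cluster and 404 CPM in SuSCs. Lepr stood at 1319, 86.2 and 70.3 CPM in the same groups, with 28 UMIs in the neutrophil-gene sub-cluster, too few to set it above SuSCs, Vcam1 at 1962, 98.5 and 47.5 CPM, and Ebf3 at 86.2 CPM in the neutrophil-gene sub-cluster and 23.4 CPM in SuSCs. A neutrophil mixing share of 71.1%, set from S100a8 and S100a9, would lower mesenchymal genes in this sub-cluster, and no value was corrected for it. The paper reasons from the rise of the stem cell markers along pseudotime that mesenchymal cells adjust themselves to inflammaging and so keep their stemness.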

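Fibrillar collagen genes were lower in the neutrophil-gene sub-cluster than in SuSCs. Col1a1, encoding the alpha 1 chain of type I collagen (chromosome 11 of GRCm38 from 94936224 to 94953042), stood at 7941 CPM in SuSCs and 496 CPM there, Col1a2 at 8225 and 856 CPM, and Col3a1 at 2410.2 and 348 CPM. Col12a1 stood at 1943 and 388 CPM and Col14a1 at 608 and 89.3 CPM. Neutrophil RNA, at the mixing share of 71.1% set from S100a8 and S100a9, would by itself lower all of these levels in that sub-cluster. The values were not corrected for it, so they do not show lower collagen expression in its mesenchymal cells. Osteoblasts, whose Bglap stood at 1422 CPM, numbered 0, 11 and 7 in CBMA and 1, 16 and 13 in CBMD at 02m, 12m and 18m. From the fall of these genes along pseudotime the paper proposes that osteogenic capacity is impaired in senescent cells.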

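In mesenchymal cells, genes of the marrow niche were higher at 18m than at 02m in both sites, and most fibrillar collagen and osteogenic genes of the list were lower in CBMD but not in CBMA. Cxcl12, the chemokine that holds hematopoietic stem cells in the niche (chromosome 6 of GRCm38 from 117168535 to 117181367), was higher 14.2-fold (12.6 to 16.1) in CBMA and 158-fold (125 to 202) in CBMD. Vcam1 (chromosome 3 of GRCm38 from 116109949 to 116129688) was higher 22.3-fold (12.97 to 41.9) in CBMA and 87.3-fold (45.7 to 192) in CBMD, Lepr 10.7-fold (6.76 to 18.2) in CBMA and 15.8-fold (10.9 to 23.7) in CBMD, and Ebf3 8.98-fold (5.65 to 15.2) in CBMA and 16.9-fold (11.3 to 26.4) in CBMD. Kitl, encoding stem cell factor, was higher 11.7-fold (7.45 to 19.5) in CBMA and 100.1-fold (50.5 to 233) in CBMD. Relative to 02m, Col1a1 stood at 0.315 times (0.306 to 0.324) in CBMA and 0.0345 times (0.0303 to 0.0392) in CBMD, and Col3a1 at 0.242 times (0.233 to 0.252) in CBMA and 0.0647 times (0.0530 to 0.0782) in CBMD. Col14a1 stood at 0.767 times (0.640 to 0.925) in CBMA and 0.00365 times (0.0000921 to 0.0205) in CBMD, and Col1a2 at 0.443 times (0.430 to 0.457) in CBMA and 0.154 times (0.143 to 0.165) in CBMD. Col12a1 differed between sites, at 1.29 times (1.16 to 1.43) in CBMA and 0.291 times (0.238 to 0.354) in CBMD. Of the fixed list of fibrillar collagen and osteogenic genes, 11 of 24 in CBMA and 19 of 23 in CBMD were at least 1.5-fold lower and 3 and 3 higher (median log2 -0.41 and -2.70). At 12m, when 52% and 37.0% of mesenchymal cells held an Xist UMI, the medians were -2.16 and -1.13. Marrow niche factors were higher for 15 of 18 and 17 of 17 members (median log2 2.51 and 3.33). The mix of sub-clusters enters these ratios: with CAR cells few at 02m, Cxcl12 within CBMA CAR cells stood at 0.969 times (0.835 to 1.13) its 02m level and Col1a1 at 2.09 times, and Ebf3 within CBMA SuSCs at 0.267 times.

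**Figure D1:**
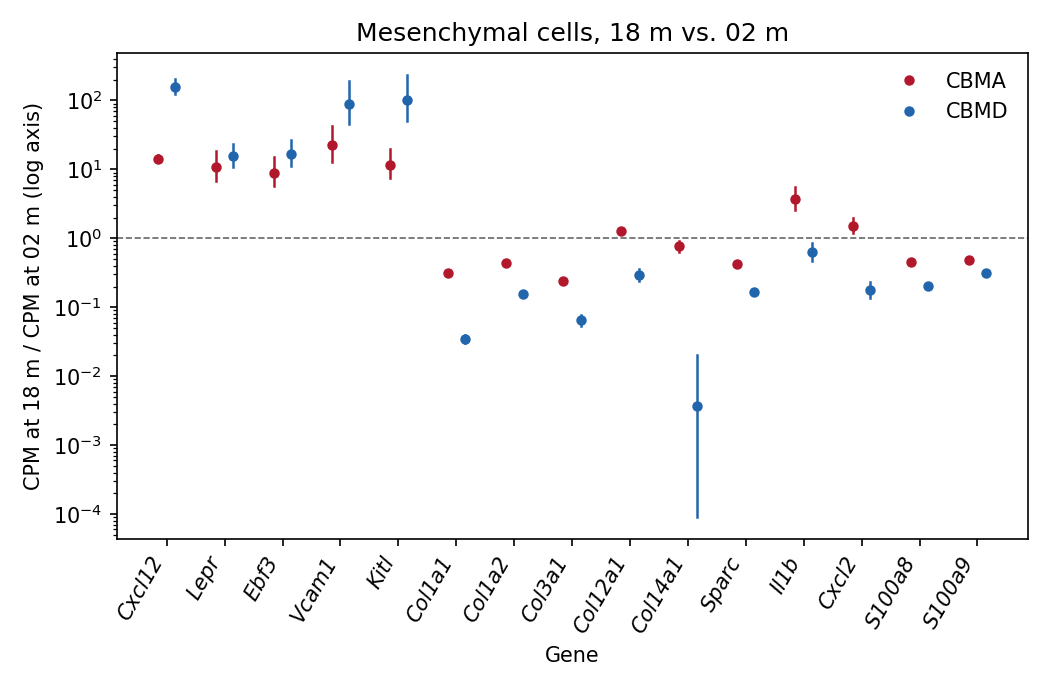
Expression in mesenchymal cells at 18m relative to 02m. Each point is the ratio of CPM between the 2 ages for 1 gene in CBMA or CBMD, on a log axis, and bars are exact 95% intervals for counting error. With 1 library per age and site they do not cover differences between mice.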

Further, differentially expressed genes (DEGs) analysis of mesenchymal cells validated the upregulation of *Cxcl12* and *Vcam1* and the downregulation of *Col1a1*, *Col3a1*, and *Col14a1* in both the CBMA and CBMD groups (Figure S5A–D).

### 2.4 Age‐related immune cell subsets changes within cranial suture and bone marrow microenvironment

Recent studies have highlighted the active involvement of immune cells, including T cells, MNPs, and granulocytes, in the establishment of a pro‐inflammatory niche (Almanan et al., 2020; Li et al., 2021; Mogilenko et al., 2021), which links inflammation to age‐related deterioration and may drive dysfunctional tissue changes. To investigate the role of immune cells, we performed a detailed analysis of T cells, granulocytes, and MNPs. By reclustering, we identified several subsets closely related to inflammaging and constitute an inflammatory milieu in cranial stem cell niches.

Several T‐cell subclusters were identified based on marker gene expression, including double‐negative T cell (DNT), γδ T cell (GDT), natural killer T cell (NKT), naïve T cell (T_naive), double‐positive T cell (DPT), exhausted T cell (Tex), and regulatory T cell (Treg; Figure 5a,b). 

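Reclustering the 1594 T and NK-like cells gave 12 sub-clusters, of which 8 were named. They were 1 each of Treg, exhausted Cd4, gamma delta T (GDT), NK or NKT, proliferating T and T cells with neutrophil genes, and 2 of naive Cd8 T cells. Foxp3, the transcription factor of regulatory T cells, stood at 84.1 CPM in the Treg sub-cluster, which was led by Ifit3, Mx1 and Tnfrsf4. Trdc, the delta chain constant region, stood at 346 CPM in GDT, and Il17a at 117 CPM there. Ncr1, an NK cell receptor, stood at 100.4 CPM in the NK or NKT sub-cluster, and these NK-like cells could not be told apart from NKT cells. The exhausted Cd4 sub-cluster had Pdcd1 at 177 CPM. Library shaped some groups: 93.4% of 1 naive Cd8 sub-cluster came from CBMD_12m and 67.4% of the other from CBMA_02m. Double-negative and double-positive T cells were not separated, since a transcript absent from a droplet can still be expressed.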

When comparing CBMA and CBMD, we found a similar alteration in the cellular compartments. Specifically, naïve DNT (DNT_naive) and Treg decreased with age, whereas NKT, GDT, and Cd8 + Gzmk+ T cells increased (Figure 5c). 

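The Treg sub-cluster was a smaller part of the T cells at the older ages, at 41.8% (35.6 to 48.2), 20.4% (14.2 to 27.8) and 15.0% (11.7 to 18.7) in CBMA at 02m, 12m and 18m and 20% (12.3 to 29.8), 4.76% (2.85 to 7.42) and 5.83% (3.49 to 9.05) in CBMD. Its leading genes include interferon-stimulated genes, which were lower at the older ages in T cells, so its size is not a count of Tregs alone. T cells in sub-clusters left unnamed were 2.81%, 19.1% and 53.9% in CBMA and 12.2%, 7.41% and 65.4% in CBMD, most of the class at 18m, and every share here is set against this. Relative to 02m, Foxp3 in T cells of 18m stood at 0.318 times (0.208 to 0.481) in CBMA and 0.766 times (0.320 to 2.10) in CBMD. GDT were 6.83% (4.03 to 10.7), 5.44% (2.38 to 10.4) and 8.79% (6.26 to 11.9) of T cells in CBMA and 11.1% (5.46 to 19.5), 5.03% (3.05 to 7.74) and 4.85% (2.74 to 7.88) in CBMD, and Trdc at 18m stood at 0.353 times (0.256 to 0.484) in CBMA and 0.340 times (0.245 to 0.475) in CBMD relative to 02m. The NK or NKT sub-cluster was 0.402%, 39.5% and 4.04% of T cells in CBMA and 2.22%, 15.6% and 2.27% in CBMD. Klrb1c, encoding NK1.1, was higher at 18m, 2.49-fold (1.72 to 3.71) in CBMA and 2.07-fold (1.14 to 4.12) in CBMD. Among genes of naive T cells, Lef1 stood at 0.541 times (0.457 to 0.641) in CBMA and 0.576 times (0.444 to 0.754) in CBMD, and Dapl1 at 0.256 times (0.204 to 0.320) in CBMA and 0.0868 times (0.0593 to 0.125) in CBMD, while the summed naive lymphocyte list stood at 1.18 (1.12 to 1.23) times in CBMA and 0.952 (0.884 to 1.03) times in CBMD. The naive Cd8 sub-clusters were 36.6%, 7.48% and 2.38% of T cells in CBMA at 02m, 12m and 18m and 37.8%, 45.0% and 0% in CBMD.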

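Gzmk, which encodes granzyme K, a serine protease of cytotoxic granules (chromosome 13 of GRCm38 from 113171608 to 113225908), was counted in 9 of 12 T cell sub-clusters. Among others, it stood at 87.9 CPM in the Treg sub-cluster and 88.2 CPM in proliferating T cells. Lower levels included 14.8 and 5.41 CPM in 2 unnamed sub-clusters and 9.42 CPM in exhausted Cd4 cells, and not all 9 are listed. No sub-cluster was named for Gzmk alone. Cd8 cells with a Gzmk UMI were counted directly in its place, with each cell thinned to 1000 UMIs.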

Among increased subclusters, we focused on a so‐called “Cd8+Gzmk+ T cell” subcluster, named for exclusively expressing the *Gzmk* transcript (Figure 5d), which encoded granzyme K (GZMK) and culminated in inducing apoptosis. This subset was enriched in the middle‐aged (12 m) and elderly (18 m) groups and less abundant in the young (02 m) groups (Figure 5c). Moreover, Cd8 + Gzmk+ T cells possessed distinct transcriptional signatures with high expression of Tex marker genes, such as *Eomes* and *Tox* (Figure 5e,f). 

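Gzmk was higher in T cells of 18m than of 02m. Its ratio at 18m was 15.5-fold (5.16 to 76.5) in CBMA and 2.51-fold (0.916 to 9.62) in CBMD, where the interval spans 1, and at 12m it stood at 17.1 times (5.36 to 87.1) in CBMA and 1.02 times (0.351 to 4.02) in CBMD. Its UMIs in T cells numbered 3, 33 and 100 in CBMA and 4, 25 and 45 in CBMD at 02m, 12m and 18m. T cells with both a Cd8 and a Gzmk UMI were 0%, 1.399% and 1.19% in CBMA, the 0 with an upper limit of 1.48%, and 2.30%, 0% and 1.299% in CBMD. Without thinning they were 0.803%, 6.12% and 5.94% in CBMA and 3.33%, 2.65% and 4.53% in CBMD. No granulocyte held both, in any library.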

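Eomes, a transcription factor of memory and exhausted T cells (chromosome 9 of GRCm38 from 118478212 to 118486132), was higher in T cells of 18m than of 02m, 14.8-fold (7.92 to 31.1) in CBMA and 3.22-fold (1.97 to 5.61) in CBMD. Tox stood close to its 02m level, at 1.00 times (0.815 to 1.24) in CBMA and 1.24 times (0.868 to 1.81) in CBMD. Of the fixed T cell exhaustion genes, 2 of 7 in CBMA and 4 of 6 in CBMD were at least 1.5-fold higher at 18m and 0 and 0 lower (median log2 0.37 and 1.35, percentiles 85.95 and 99.9). Cytotoxic genes were higher for 12 of 15 and 9 of 13 members (median log2 1.35 and 1.52), among them Ccl5, 3.03-fold (2.87 to 3.19) in CBMA and 1.97-fold (1.82 to 2.14) in CBMD. Nkg7 stood at 1.57 times (1.43 to 1.74) in CBMA and 1.47 times (1.23 to 1.77) in CBMD, short of 1.5-fold in CBMD. Gzma and Gzmb went the other way: Gzma stood at 0.251 times (0.190 to 0.330) in CBMA and 0.0165 times (0.00590 to 0.0376) in CBMD, and Gzmb at 0.279 times (0.206 to 0.377) in CBMA and 0.362 times (0.223 to 0.596) in CBMD. Naive lymphocyte genes had medians of 0.15 and -0.23, with Ccr7 at 0.913 and 1.02 times its 02m level.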

Interestingly, these Cd8 + Gzmk+ T cells resembled a population termed “age‐associated T cell (Taa)” in a recent immunological study (Mogilenko et al., 2021). Taa has been validated as a conserved hallmark of inflammaging in mice and humans. Due to the aging host environment, they accumulate in tissues and continuously secrete GZMK, promoting SASP from senescent cells (Mogilenko et al., 2021). Hence, it can be hypothesized that Cd8 + Gzmk+ T cells found in our study may function similarly to their counterpart Taa and enhance the inflammatory functions of non‐immune cells, resulting in an unfavorable microenvironment for resident mesenchymal cells.

**FIGURE 5:**
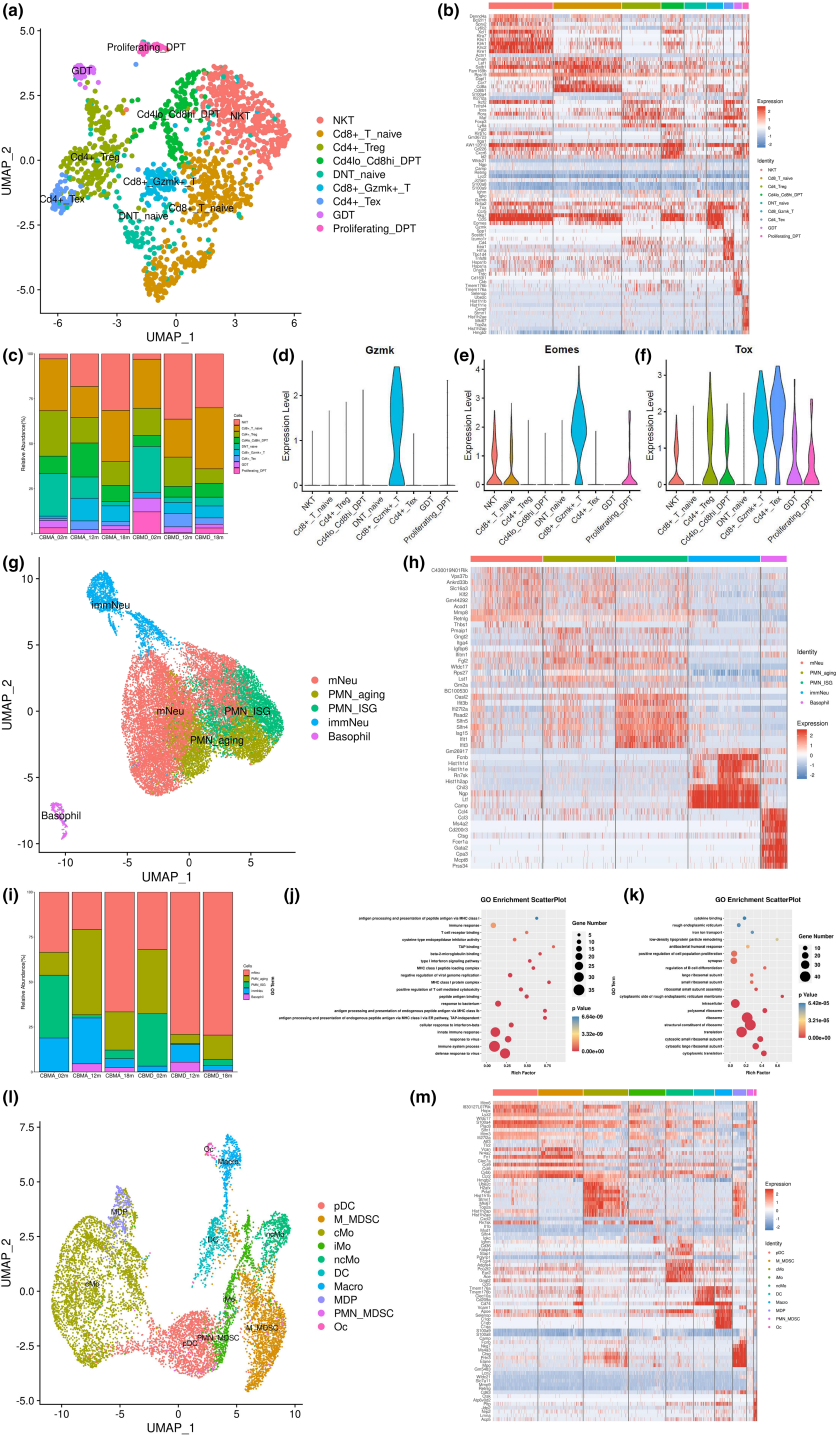
Subclustering and characterization of the immune cell clusters to reveal age‐related subsets. (a) UMAP plot of reclustered T‐cell population. T‐cell subsets are distinguished by colors. (b) Heatmap revealing nine subsets of the T‐cell cluster within cranial stem cell niches (CBMA and CBMD). Top 10 marker genes with the highest expression in each subset are displayed. (c) Bar chart showing cellular composition of T‐cell subsets within cranial suture and bone marrow at different ages. (d–f) Violin plots depict transcriptional signatures of Cd8 + Gzmk+ T‐cell subset, such as *Gzmk* (d), *Eomes* (e), and *Tox* (f). T‐cell subsets are distinguished by colors. (g) UMAP plot of reclustered granulocyte population. Granulocyte subsets are distinguished by colors. (h) Heatmap revealing five subsets of granulocyte cluster within cranial stem cell niches (CBMA and CBMD). Top 10 marker genes with the highest expression in each subset are displayed. (i) Bar chart showing cellular composition of granulocyte subsets within cranial suture and bone marrow at different ages. (j, k) GO analysis of marker genes related to PMN‐ISG subset (j) and PMN‐aging subset (k). Top 20 enriched GO terms are displayed. (l) UMAP plot of reclustered MNP population. MNP subsets are distinguished by colors. (m) Heatmap revealing 10 subsets of MNP cluster within cranial stem cell niches (CBMA and CBMD). Top 10 marker genes with the highest expression in each subset are displayed. Abbreviations: cMo, classical monocyte; DC, dendritic cell; DNT, double‐negative T cell; DPT, double‐positive T cell; GDT, γδ T cell; immNeu, immature neutrophil; iMo, intermediate monocyte; ISG, interferon‐stimulating gene; Macro, macrophage; MDP, monocyte–macrophage/dendritic cell precursor; M‐MDSC, monocytic myeloid‐derived suppressor cell; mNeu, mature neutrophil; ncMo, nonclassical monocyte; NKT, natural killer T cell; Oc, osteoclast; pDC, plasmacytoid dendritic cell; PMN, polymorphonuclear neutrophil; PMN‐MDSC, polymorphonuclear myeloid‐derived suppressor cell; T naive, naïve T cell; Tex, exhausted T cell; Treg, regulatory T cell.

We also analyzed granulocyte subclusters and identified basophil, immature neutrophil (immNeu), mature neutrophil (mNeu), and polymorphonuclear neutrophil (PMN; Figure 5g). 

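Reclustering the granulocytes gave 13 sub-clusters: 8570 mature neutrophils in 4, 6406 PMN-ISG in 3, 4068 PMN-aging in 2, 1288 proliferating precursors, 650 immature neutrophils, 460 basophils and 1308 unnamed cells. The unnamed sub-cluster was led by the immunoglobulin genes Ighg1, Igkc and Ighg2b, and 81.5% of it came from CBMA_12m, where it was 68.7% (66.4 to 71.0) of the granulocytes. Ltf, encoding lactoferrin of secondary granules, stood at 9703 CPM in immature neutrophils and Mki67 at 1073 CPM in the precursors. Between ages, the primary granule genes had median log2 ratios at 18m of -0.76 in CBMA and 0.82 in CBMD granulocytes, the secondary granule genes -0.76 and 0.43, and the tertiary granule genes 0.11 and 0.44. Genes that define several of these sub-clusters differ by age across the whole class, so their shares are not compared between ages.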

PMN could be divided into two subclusters according to their transcriptional signatures (Figures 5h and S6A,B). One PMN subset preferentially expressed interferon‐stimulating genes (ISGs), such as *Ifit1*, *Ifit3*, and *Isg15* (Figures 5h and S6A), and appeared similar to the population of “PMNb (G5b‐ISG)” described by Xie et al. (2020); herein we refer to “PMN‐ISG”. 

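Ifit1, which encodes an antiviral RNA-binding protein (chromosome 19 of GRCm38 from 34640871 to 34650009), stood at 393 CPM in the PMN-ISG sub-cluster led by Rsad2 and 13.4 CPM in the largest mature neutrophil sub-cluster. Ifit3 stood at 366 and 4.63 CPM in the same groups and Isg15, a ubiquitin-like protein, at 783 and 59.3 CPM. Across all granulocytes Ifit1 stood at 325, 11.7 and 29.7 CPM in CBMA at 02m, 12m and 18m and 278, 15.3 and 30.4 CPM in CBMD. Ifit3 stood at 358, 12.6 and 18.5 CPM and 382, 10.6 and 17.2 CPM, and Isg15 at 655, 54.6 and 110.4 CPM and 678, 87.6 and 78.9 CPM.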

The other PMN subset was similar to the population of “PMNc (G5c)” (Xie et al., 2020), which appeared to be more aged, so we refer to it as “PMN‐aging” (Figures 5h and S6B). 

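Interferon-stimulated genes were lower in granulocytes of both older ages, and in T cells and MNPs of 18m. Their summed level in granulocytes was 13991, 1866 and 2753 CPM in CBMA at 02m, 12m and 18m and 15714, 1995 and 2367 CPM in CBMD. At 18m, 32 of 36 members in CBMA and 31 of 36 in CBMD granulocytes were at least 1.5-fold lower than at 02m (median log2 -1.71 and -2.10), and at 12m the medians were -2.07 and -2.44. In T cells the median at 18m was -1.79 and -1.34, in MNPs -1.20 and -1.57, and in mesenchymal cells -0.41 and -1.38. Of the members measured in mesenchymal cells at 18m, 13 of 28 were lower and 9 higher in CBMA, and 9 of 11 lower and 1 higher in CBMD. Relative to 02m, Ifi27l2a in granulocytes of 18m stood at 0.0467 times (0.0453 to 0.0482) in CBMA and 0.0257 times (0.0246 to 0.0268) in CBMD. Given such a difference across the class, the PMN-ISG share by age is not compared here.

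**Figure D2:**
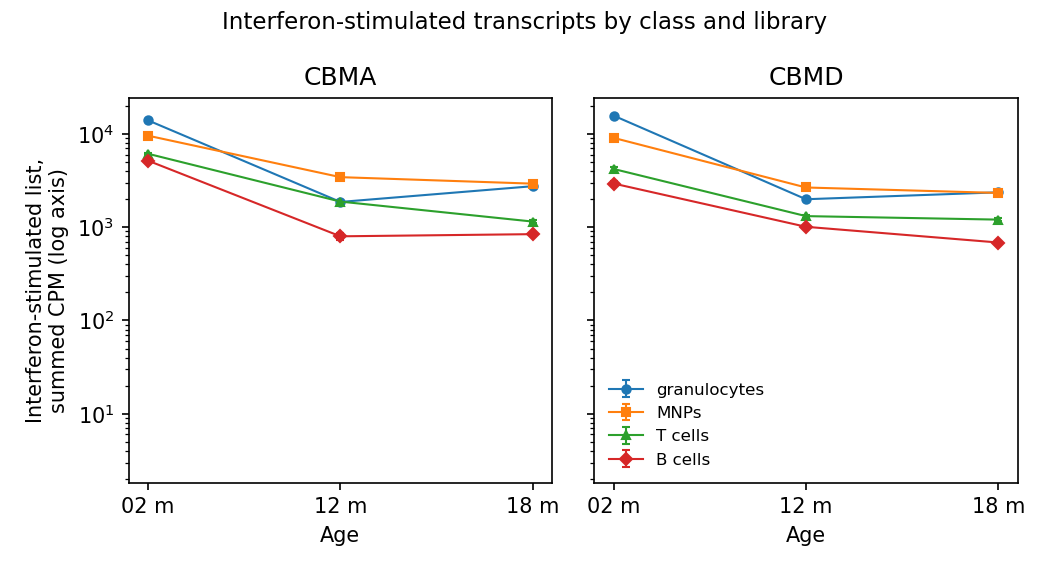
Summed CPM of the interferon-stimulated gene list in each cell class and library, on a log axis. Ages of a class are joined within a site. With 1 library per age and site the values carry no error between mice.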

Notably, PMNb (G5b‐ISG) was reported to expand during bacterial infection (Xie et al., 2020), and we found that the proportion of PMN‐ISG decreased drastically during aging (18 m vs. 02 m; Figure 5i). We then performed GO analysis of PMN‐ISG and found significant enrichment in immune response, immune system process, antigen processing and presentation, and response to virus and bacterium (Figure 5j), suggesting attenuated immune response with aging. 

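The PMN-aging cells formed 2 sub-clusters, 1 with 65.1% of its cells from CBMD_02m and led by Ifi207, Ifit2 and Igfbp6, and 1 with 58.4% from CBMA_18m and led by Fgl2, Steap4 and Itga4. Relative to 02m, Igfbp6 across all granulocytes of 18m stood at 0.857 times (0.770 to 0.954) in CBMA and 0.358 times (0.317 to 0.404) in CBMD, and Itga4 at 1.396 times (1.295 to 1.50) in CBMA and 0.818 times (0.760 to 0.881) in CBMD. Gngt2 stood at 258 and 152 CPM in the 2 sub-clusters. Among the granulocytes of 12m, 27.01% in CBMA and 30.9% in CBMD held an Xist UMI.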

The PMN‐aging subset was enriched in CBMA_12m and CBMD_02m rather than in 18 m groups (Figure 5i), indicating that cellular senescence occurred independently of systematic aging. In addition, GO analysis revealed that PMN‐aging marker genes were enriched for translation and ribosome biogenesis (Figure 5k), implying a potentially high functionality of this subset.

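Ribosomal protein transcripts, 101 genes together, made up 37266 CPM in PMN-aging cells, 24447 CPM in PMN-ISG and 21182 CPM in mature neutrophils. Basophils, at 141365 CPM, and proliferating precursors, at 40795 CPM, stood above PMN-aging. These values are pooled over libraries. Of 6406 PMN-ISG cells 3061 and 3005 came from CBMA_02m and CBMD_02m, and of 8570 mature neutrophils 69 and 173 did. Differences between libraries therefore enter this ranking, and no comparison within a library was made. Rps27 stood at 2408 and 1926 CPM in the PMN-aging sub-clusters and 976 CPM in the largest mature one. From the enrichment of translation terms the paper proposes that this subset may be highly functional.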

Further, we investigated MNP subsets; in total, 10 subclusters were identified, including dendritic cell (DC), plasmacytoid DC (pDC), monocytic myeloid‐derived suppressor cell (M_MDSC), polymorphonuclear MDSC (PMN_MDSC), macrophage (Macro), monocyte–macrophage/DC precursor (MDP), osteoclast (Oc), classical monocyte (cMo), intermediate monocyte (iMo), and nonclassical monocyte (ncMo; Figure 5l,m). 

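Reclustering the MNPs gave 18 sub-clusters, of which 14 were named: 3797 mature Ly6c2-high monocytes, the cells the paper calls M-MDSC, 1489 proliferating monocytes matching its cMo, 1062 nonclassical monocytes, 860 Mpo-expressing progenitors, 723 dendritic cells, 407 macrophages and 982 cells with neutrophil genes, matching its PMN-MDSC. Osteoclasts, plasmacytoid dendritic cells and intermediate monocytes formed no named sub-cluster. C1qa, a complement component, stood at 2674 CPM in macrophages, Cd209a at 582 CPM in dendritic cells, Mpo at 4408 CPM in progenitors and Mki67 at 877 CPM in the proliferating monocytes. S100a9 stood at 30695 CPM in the cells with neutrophil genes and 489.7 CPM in Ly6c2-high monocytes. Of the 3 sub-clusters with neutrophil genes, 79.7%, 73.5% and 18.8% of the cells were called doublets.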

First, we compared the cellular composition of MNP subsets of different groups and determined that M‐MDSC might be a major player during aging. For one reason, the portion of M‐MDSC significantly enriched with aging in both CBMA and CBMD (Figure S6C), with marker genes *Itgam*, *Ccr2*, and *Ly6c2* highly expressed and meanwhile negative for *Ly6g* (Figure S6D–G). 

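The Ly6c2-high monocytes that match the M-MDSC had Ly6c2, a surface antigen of classical monocytes, at 2385 CPM, Ccr2 at 1212, Itgam at 321 and Ly6g, a neutrophil antigen, at 1.85 CPM. In the PMN-MDSC match Ly6g stood at 83.6 CPM. M-MDSC were 39.5% (37.8 to 41.2), 22.6% (19.6 to 25.8) and 39.2% (36.8 to 41.7) of MNPs in CBMA at 02m, 12m and 18m and 34.9% (33.1 to 36.8), 21.7% (19.3 to 24.2) and 40.4% (38.0 to 42.9) in CBMD, so the CBMA share at 18m lay close to that of 02m. At resolutions of 0.4 and 1.5 the difference in this share, 18m minus 02m, was -30.3 and -22.2 percentage points in CBMD and -32.5 and -20.7 in CBMA. With 30 principal components it was 14.2 in CBMD and 12.0 in CBMA, and without called doublets 8.33 and 5.25. Macrophages were 0.381%, 4.03% and 12.3% in CBMA and 0.500%, 4.27% and 7.22% in CBMD, and dendritic cells 3.02%, 8.87% and 13.1% and 4%, 8.26% and 10.4%. cMo were 18.2%, 5.38% and 8.94% and 19.6%, 3.81% and 11.9%. In MNPs as a whole at 18m, Ly6c2 stood at 0.462 times (0.455 to 0.470) in CBMA and 0.530 times (0.521 to 0.539) in CBMD relative to 02m. Higher at 18m were Itgam, 1.59-fold (1.53 to 1.66) in CBMA and 1.11-fold (1.06 to 1.16) in CBMD, Ccr2, 2.29-fold (2.25 to 2.34) in CBMA and 1.67-fold (1.64 to 1.71) in CBMD, C1qa, 39.9-fold (34.7 to 46.2) in CBMA and 8.68-fold (7.87 to 9.59) in CBMD, and Cd74, the class II invariant chain, 7.76-fold (7.63 to 7.88) in CBMA and 2.76-fold (2.71 to 2.80) in CBMD.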

For another reason, MDSCs have been well known for their potent immunosuppressive function and negatively regulate immune responses in various conditions, such as cancer, chronic inflammation, and autoimmune diseases (Bronte et al., 2016; Veglia et al., 2018, 2021). Since aging is usually associated with chronic inflammation and aberrant myelopoiesis (Bronte et al., 2016; Dorshkind et al., 2020), we reasoned that cell cycle abnormalities might exist in myeloid cells. Hence, we performed cell cycle analysis of MNP subsets and projected cell cycle phases onto their UMAP plot. Interestingly, except cMo and MDP, most MNP subsets were in the G1 phase (Figure S6H), which might explain the accumulation of immature myeloid cells and/or MDSCs and also indicate the occurrence of inflammaging within the cranial stem cell niches.

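Cell cycle calls on cells thinned to equal depth, pooled over the libraries, placed 0% of cMo and 2.97% of MDP in G1. G1 made up 64.3% of M-MDSC, 62.9% of nonclassical monocytes, 68.2% of dendritic cells, 68.6% of macrophages and 40.3% of the cells with neutrophil genes. Of the 1350 MNPs in sub-clusters left unnamed, 9.48% were in G1 and 61.8% in G2 or M. Proliferation genes named the cMo sub-clusters, so their low G1 share follows from the naming. The paper proposes that the G1 state might account for an accumulation of immature myeloid cells or MDSCs, and might point to inflammaging in these niches.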

### 2.5 Functional analysis of DEGs and screening for common upregulated DEGs at sample and cluster levels

To uncover changes in signaling pathways during aging, we conducted the gene set enrichment analysis (GSEA) (Subramanian et al., 2005) using the Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa et al., 2021) pathway database against age‐related DEGs (18 m vs. 02 m). As a result, 10 out of the top 15 KEGG terms enriched in the CBMA and CBMD groups were shared, implying similar age‐related transcriptomic changes in cranial stem cell niches. Among these common terms, four terms were positively correlated with cytokine and cytokine receptor interaction, T‐cell receptor signaling pathway, pathways in cancer, and MAPK signaling pathway (Figure S7A–H); six terms showed a negative correlation with oxidative phosphorylation (OXPHOS), proteasome, ribosome, and, interestingly, several neurodegenerative disorders, including Huntington's disease, Alzheimer's disease, and Parkinson's disease (Figure S7I–T). 

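Nuclear genes of oxidative phosphorylation were lower at 18m than at 02m in all cells, with a median log2 ratio of -0.76 in CBMA (percentile 0) and -0.65 in CBMD (percentile 0), and 60 of 94 and 52 of 94 members were at least 1.5-fold lower. Proteasome genes had medians of -0.63 in CBMA (percentile 0) and -0.39 in CBMD (percentile 0), with 24 of 44 and 14 of 44 lower. Ribosomal protein genes had medians of -0.43 in CBMA (percentile 0) and -0.35 in CBMD (percentile 0.0600). The 13 genes of oxidative phosphorylation encoded in the mitochondrion stood apart, at 0.058 and 0.54. Higher at 18m were genes of T cell receptor signaling, at 0.90 in CBMA (percentile 100) and 0.75 in CBMD (percentile 100), cytokines and their receptors, at 0.82 in CBMA (percentile 100) and 0.36 in CBMD (percentile 99.99), and MAPK signaling, at 0.60 in CBMA (percentile 100) and 0.31 in CBMD (percentile 99.98). With the classes weighted equally the T cell receptor medians were 0.21 and 0.088. Disease pathways were not analysed here, and these are short lists fixed beforehand, not the KEGG sets.

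**Figure D3:**
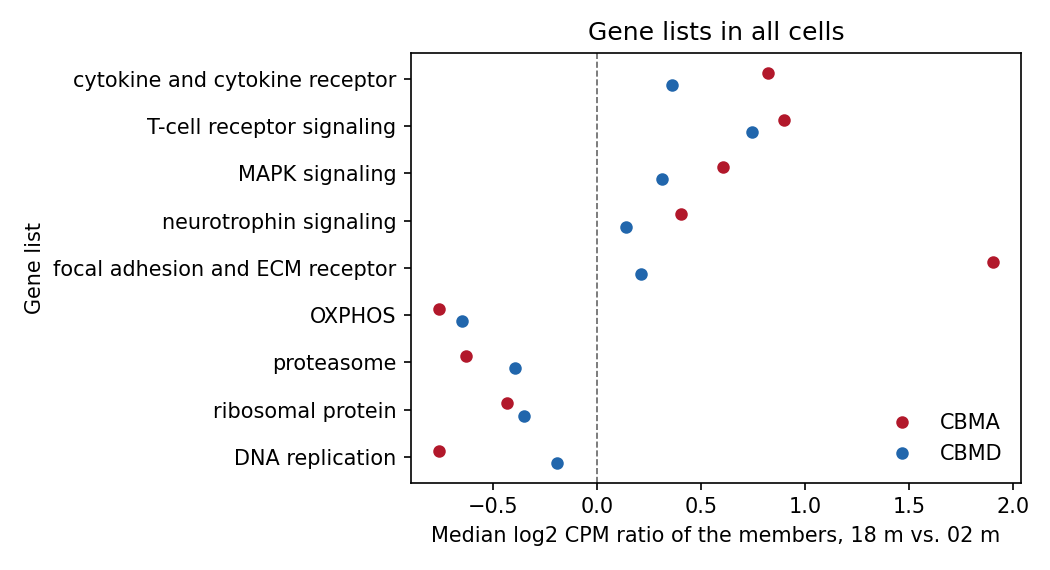
Median log2 ratio of 18m to 02m for 9 gene lists in all cells of CBMA and CBMD. Each point is the median over the measured members of a list. With 1 library per age and site the values carry no error between mice.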

Align with previous studies, widespread decreases in OXPHOS, proteasomal degradation, and reduced ribosome production are commonly observed in aging (Mattson & Arumugam, 2018; Nakamura‐Ishizu et al., 2020); moreover, the functioning of ribosomes and proteasomes are interconnected (Kampen et al., 2021); therefore, these three KEGG terms negatively correlated with aging were reasonable. However, the other three KEGG terms related to neurodegenerative diseases were more obscure, which might indicate a compensatory mechanism for age‐associated diseases. The CBMA and CBMD groups also had unique KEGG terms (Figure S7U–X). For instance, age‐related DEGs of CBMA were enriched in focal adhesion and extracellular matrix (ECM) receptor interaction (Figure S7U,V), which might relate to the structure of the suture complex. By contrast, age‐related DEGs of CBMD showed a negative correlation with DNA replication (Figure S7W) and a positive correlation with the neurotrophin signaling pathway (Figure S7X), again implying compensatory events for nerve degeneration.

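Genes of focal adhesion and ECM receptors were higher at 18m in CBMA: 45 of 58 members were at least 1.5-fold higher and 0 lower, with a median log2 ratio of 1.90 (percentile 100). In CBMD 18 of 57 were higher and 13 lower (0.21, percentile 84.8). Fibrillar collagen and osteogenic genes in all cells had medians of 2.34 in CBMA and -2.42 in CBMD, and marrow niche factors 3.84 and 2.50, while their summed level stood at 1.73 and 1.04 times that of 02m. With the classes weighted equally, the CBMA median was 0.090 for focal adhesion, -0.35 for fibrillar collagen and osteogenic genes, and 1.81 for marrow niche factors. From its enriched terms the paper proposes a relation to the structure of the suture complex.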

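DNA replication genes, such as the Mcm helicase subunits, had median log2 ratios at 18m of -0.76 in CBMA (percentile 0) and -0.19 in CBMD (percentile 0.850). At least 1.5-fold lower were 21 of 30 members in CBMA and 5 of 30 in CBMD. Neurotrophin signaling genes had medians of 0.40 in CBMA (percentile 99.9) and 0.14 in CBMD (percentile 88.6), with 20 of 51 and 7 of 51 higher. The CBMA median of the replication genes with classes weighted equally was -0.064.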

To further unveil age‐related transcriptomic changes, we screened out DEGs between different age groups (12 m vs. 02 m, 18 m vs. 02 m, 18 m vs. 12 m) in CBMA and CBMD (Figure 6a,b), and focused on upregulated DEGs in mesenchymal cell, T cell, granulocyte, and MNP clusters (Figures 6c,d, and S8A–F). 

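Genes were ranked by the smaller of their changes in the 2 sites, in all cells, among genes changed in the same direction in both. At 18m the 2675 genes higher in both sites were led by Igkv8-21, Igkv6-25, Ighv2-2, Ighg1, Igkv4-55, Igkv12-41, Igkv14-111, Kng2, Igkv3-2 and Kng1, mostly immunoglobulin genes. Ighg1, the IgG1 constant region, was higher 196-fold (151 to 261) in CBMA and 842-fold (482 to 1631) in CBMD, and Kng1 (3 to 385 UMIs in CBMA, 0 to 183 in CBMD) encodes kininogen. The 1216 genes lower in both sites were led by Rn7sk, Oas1g, Hist1h2an, Hist1h2bk, Gm5960, Ifi27l2a, Ifit3, Gm8000, Hist1h2bg and Hist1h2ao. Relative to 02m, the noncoding RNA gene Rn7sk stood at 0.0293 times (0.0279 to 0.0307) in CBMA and 0.0212 times (0.0197 to 0.0228) in CBMD, and Oas1g, an interferon-stimulated gene, at 0.0446 times (0.0327 to 0.0595) in CBMA and 0.0388 times (0.0256 to 0.0564) in CBMD. At 12m the 3011 higher genes were led by Xist, Ighg1, Igkv6-15, Tsix, Igkv12-41, Igkv12-44, Ighg3, Sostdc1, Eomes and Ighm. Of these, Xist (13 to 7130 UMIs in CBMA, 14 to 13110 in CBMD) and its antisense gene Tsix lie at the center of X inactivation. Ighm was higher 28.7-fold (28.1 to 29.3) in CBMA and 34.95-fold (34.1 to 35.8) in CBMD, and Sostdc1 (3 to 50 UMIs in CBMA, 3 to 54 in CBMD) encodes an inhibitor of Wnt and BMP signals. The 930 genes lower at 12m were led by Ostn, Igkv12-46, Oas1g, 4833427F10Rik, BC100530, Gm12704, Ifit3, Ifi27l2a, Stfa2 and Ifit3b, and Ostn (60 to 0 UMIs in CBMA, 131 to 0 in CBMD) encodes osteocrin. Immunoglobulin variable segments share sequence, so reads can be assigned among them with error. Median log2 ratios of the sex chromosome list were -0.23 and -0.86 at 12m and 0.81 and 0.24 at 18m.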

In general, among all comparisons between varied age groups, 12 m versus 02 m had the highest number of upregulated DEGs, followed by 18 m versus 02 m. In contrast, 18 m versus 12 m had the lowest number of upregulated DEGs (Figures 6a–d and S8A–F). Thus, massive transcriptional changes occurred early in life (from 02 to 12 m) and declined to a lesser extent later in life (from 12 to 18 m). Moreover, the overlaps between upregulated DEGs in different age groups (12 m vs. 02 m, 18 m vs. 02 m, 18 m vs. 12 m) were also assessed by Venn diagrams (Figures 6a–d and S8A–F). As a result, the overlap between 12 m versus 02 m and 18 m versus 02 m had the highest number of shared DEGs, suggesting early‐life (from 02 m to 12 m) transcriptomic changes have great similarities with the whole‐life (from 02 m to 18 m) transcriptomic changes; 18 m versus 02 m and 18 m versus 12 m had a moderate number of common DEGs; by contrast, 18 m versus 12 m and 12 m versus 02 m had minimal or no overlapping DEGs, implying late life (from 12 m to 18 m) and early life (from 02 m to 12 m) may involve distinct gene regulatory networks.

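Counts of genes by size depend on the depth of each pair, which was 39716821 UMIs for 18m against 02m and 12641777 for 12m against 02m in all CBMA cells and 33301729 and 21985667 in CBMD. At these depths, 5412 genes in CBMA were at least 1.5-fold higher at 18m than at 02m and 4200 at 12m than at 02m. In CBMD they numbered 3435 and 4359. In mesenchymal cells they numbered 633 and 338 in CBMA and 631 and 467 in CBMD, and at 1 depth for all pairs of a site, in the same order, 139 and 214 and 181 and 218. Among 12m and 02m cells with a Y-linked UMI and no Xist UMI, 2452 and 2504 genes were higher at 12m. That restriction also lowered the depth, to 3214080 and 4950897 UMIs, so these counts do not show the effect of the cells alone. Each count describes 2 libraries.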

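Between 18m and 12m, 1481 genes in CBMA and 930 in CBMD were at least 1.5-fold higher at 18m in all cells. In T cells these numbered 188 and 580, in MNPs 402 and 560, and in mesenchymal cells 190 and 153. Genes at least 1.5-fold lower at 18m than at 12m in all cells numbered 2077 and 2523.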

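Of the genes higher in all CBMA cells, 2580 were higher at both 18m and 12m than at 02m, and in CBMD 2607. Comparing 18m with 02m and with 12m, 1222 genes were shared in CBMA and 299 in CBMD. Shared by 12m against 02m and 18m against 12m were 372 and 81 genes. The comparisons share a library, so overlap from counting alone was simulated with 3 unchanged libraries, which gave 1.05 and 7.95 shared genes for the first pair, 1.35 and 9.60 for the second and fewer than 1 for the third. List sizes alone, if the lists were independent, would give 1422 and 990, 501 and 211, and 487 and 281, so the third overlap was the only one below this in both sites. A peculiarity of the shared 02m pools alone would raise the first overlap, and one of the 12m pools would lower the last. From these overlaps the paper proposes that early life and late life involve distinct gene regulatory networks.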

**FIGURE 6:**
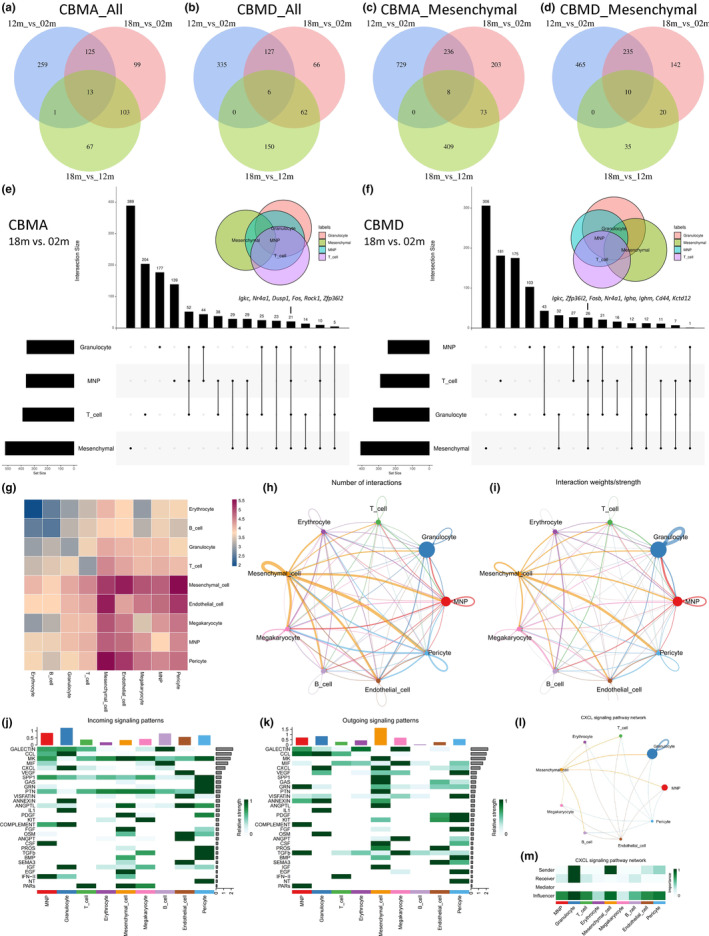
Integrated comparative analysis of shared upregulated DEGs and cell–cell crosstalk within cranial stem cell niches. (a–d) Venn diagrams showing overlaps of age‐related upregulated DEGs of pairwise comparisons among different ages. The upregulated DEGs are screened out from all cell clusters of CBMA (a) and CBMD (b); or the mesenchymal cell cluster of CBMA (c) and CBMD (d). (e, f) Upset plots demonstrating upregulated DEGs in the mesenchymal cell, T cell, granulocyte, and MNP clusters between CBMA_18m and CBMA_02m (e) or between CBMD_18m and CBMD_02m (f). (g) Heatmap revealing the relative cell–cell interaction number among different cell clusters within cranial stem cell niches, analyzed using CellPhoneDB. (h, i) Circle plots demonstrating the cell–cell interaction number (h) and weights/strength (i) of different cell clusters within cranial stem cell niches, analyzed using CellChat. (j, k) Heatmap revealing the incoming (j) and outgoing (k) signaling patterns of different cell clusters within cranial stem cell niches, analyzed using CellChat. Top 30 most significant signaling pathways are displayed. (l, m) Circle plot depicts inferred CXCL signaling networks within cranial stem cell niches (l), and the signaling roles of different cell clusters are revealed by heatmap (m), analyzed using CellChat. Abbreviations: DEG, differentially expressed genes.

In addition, we applied upset plots (Conway et al., 2017) to depict age‐related transcriptional alterations among the four virtual clusters (mesenchymal cells, T cells, granulocytes, and MNPs; Figures 6e,f, and S8G–J). The mesenchymal cell cluster always had the highest number of upregulated DEGs (Figures 6e,f, and S8G–J), suggesting its plasticity and dynamic changes during aging, while the granulocyte cluster usually had the lowest number of upregulated DEGs (Figures 6e,f, and S8G–J). 

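Counted at the depth each class allows, genes at least 1.5-fold higher at 18m than at 02m numbered 1852 in granulocytes, 3219 in MNPs and 1102 in T cells of CBMA, and 2333, 2740 and 364 in CBMD. At an equal depth in the 4 classes, the share of genes higher was 19.7% in mesenchymal cells, 27.6% in granulocytes, 21.1% in T cells and 16.9% in MNPs of CBMA, and 26.2%, 21.4%, 17.7% and 14.9% in CBMD. For 12m against 02m mesenchymal cells had 28.6% and 28.8% and granulocytes 19.7% and 21.1%. In mesenchymal cells the 408 genes higher at 18m in both sites included Kng1, C4b, Ccn5, Kng2, Grem1, Vcam1, Adipoq, Pappa and Ibsp among those with the largest changes. Adipoq and Ibsp also lead mesenchymal cluster 20, which held 0 of 64 mesenchymal cells of CBMD_02m and 57 of 60 of CBMD_18m, and 4 of 69 and 110 of 348 in CBMA. C4b, a complement component, was higher 34.2-fold (14.6 to 105) in CBMA and 55.1-fold (23.3 to 171) in CBMD, Pappa 19.3-fold (10.5 to 40.4) in CBMA and 76.7-fold (36.9 to 192) in CBMD, and Ibsp, encoding bone sialoprotein, 84.3-fold (38.7 to 229.8) in CBMA and 18.2-fold (14.3 to 23.7) in CBMD. Several had few UMIs at 02m: Adipoq (8 to 973 UMIs in CBMA, 0 to 321 in CBMD), Grem1 (3 to 419 UMIs in CBMA, 0 to 279 in CBMD) and Ccn5 (3 to 431 UMIs in CBMA, 0 to 87 in CBMD). The 391 lower genes were led by Ifi27l2a, Rn7sk, Slfn4, Ostn, Gsta3, Ptn, Angptl7, Col15a1, Ifit3 and Gpc3, among them Ptn, encoding pleiotrophin, at 0.202 times (0.180 to 0.226) in CBMA and 0.0150 times (0.00546 to 0.0328) in CBMD relative to 02m. At 12m the 259 higher genes were led by Xist, Igkc, Ibsp, Pappa, Trf, Lifr, Vcam1, Serpine2, Nr4a1 and Fosb and the 273 lower genes by Ostn, Cilp2, Cthrc1, Ifit3, H19, Mfap4, Tnmd, Matn4, Sulf2 and Pdgfrl. Serpine2 was higher 8.56-fold (6.39 to 11.6) in CBMA and 20.4-fold (16.9 to 25.0) in CBMD, and relative to 02m Tnmd, encoding tenomodulin, stood at 0.162 times (0.0822 to 0.290) in CBMA and 0.0234 times (0.00479 to 0.0691) in CBMD.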

As aforementioned, early‐ and whole‐life comparisons showed the highest similarities regarding transcriptomic changes. Therefore, we focused on the intersections of upregulated DEGs of the four vital clusters in early‐ (12 m vs. 02 m) and whole‐life (18 m vs. 02 m) comparisons. 

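In mesenchymal cells, T cells, granulocytes and MNPs alike, 54 genes of CBMA and 27 of CBMD were at least 1.5-fold higher at 18m than at 02m. The 9 shared by both sites were Sfpq, Tle3, Mir6236, Aff4, Klf6, Fos, Nr4a1, Gm15564 and Slc5a3. For 12m against 02m the counts were 30 and 48, and the 11 shared were Xist, Igkc, Klf2, Irf2bp2, Rhob, Nr4a1, Dusp1, Pim1, mt-Nd2, mt-Atp6 and mt-Nd3. Fos, Klf6, Nr4a1, Klf2, Rhob and Dusp1 are early-response genes, which tissue dissociation also induces. In all cells, 24 of 31 immediate early genes in CBMA and 17 of 31 in CBMD were higher at 18m (median log2 1.12 and 0.63), and heat shock genes had medians of 0.64 and 0.71.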

Our upset plots proposed several candidate DEGs functioning in regulating the immune milieu during aging that were upregulated in both CBMA and CBMD (Figures 6e,f and S8G,H). These DEGs were *Igkc*, encoding immunoglobulin kappa constant (IGKC), with GO annotations including antigen binding and immune response; *Zfp36l2*, encoding zinc finger protein 36‐like 2 (ZFP36L2), an RNA‐binding protein, which has been reported to suppress terminal myeloid cell differentiation (Wang, Zhou, et al., 2021) and Treg function (Makita et al., 2020); *Nr4a1*, encoding nuclear receptor subfamily 4 group A member 1 (NR4A1), a proven key mediator of T‐cell dysfunction (Liu et al., 2019).

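Nr4a1, encoding an orphan nuclear receptor (chromosome 15 of GRCm38 from 101254269 to 101274795), was the 1 gene higher in all 4 classes of both sites at 12m and at 18m. At 18m it was higher 5.28-fold (4.98 to 5.60) in CBMA and 2.21-fold (2.11 to 2.31) in CBMD in MNPs, 3.79-fold (3.13 to 4.63) in CBMA and 3.18-fold (2.37 to 4.35) in CBMD in T cells, 4.09-fold (3.92 to 4.26) in CBMA and 1.73-fold (1.67 to 1.78) in CBMD in granulocytes and 5.32-fold (3.01 to 10.4) in CBMA and 3.17-fold (1.99 to 5.22) in CBMD in mesenchymal cells. Zfp36l2 was higher 1.78-fold (1.73 to 1.82) in CBMA and 1.43-fold (1.39 to 1.47) in CBMD in MNPs, 1.81-fold (1.64 to 1.99) in CBMA and 2.13-fold (1.81 to 2.51) in CBMD in T cells, 1.99-fold (1.92 to 2.06) in CBMA and 2.05-fold (1.99 to 2.11) in CBMD in granulocytes and 2.55-fold (1.99 to 3.32) in CBMA and 2.44-fold (1.88 to 3.20) in CBMD in mesenchymal cells. Igkc, the kappa light chain constant region (chromosome 6 of GRCm38 from 70726435 to 70726966), was higher 8.17-fold (7.61 to 8.79) in CBMA and 18.9-fold (17.3 to 20.7) in CBMD in granulocytes, 2.89-fold (2.33 to 3.61) in CBMA and 247-fold (125 to 572) in CBMD in T cells, 9.09-fold (4.75 to 20) in CBMA and 77.7-fold (21.1 to 648) in CBMD in mesenchymal cells and 1.13-fold (1.08 to 1.19) in CBMA and 8.02-fold (7.56 to 8.52) in CBMD in MNPs, with 0.995 times in CBMA MNPs under median-of-ratios size factors. Within CBMA CAR cells alone, few at 02m, Nr4a1 stood at 0.910 and Zfp36l2 at 0.825 times. Igkc transcripts outside B-lineage cells can come from RNA free in the droplets. In T cells of CBMD_18m immunoglobulin UMIs averaged 52.3 per cell with a median of 3, so the 247-fold value may rest on few cells.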

### 2.6 Age‐related changes in mesenchymal–immune cell crosstalk in different cranial stem cell niches

Intimate crosstalk between stem cells and their supportive niches is pivotal for proper stem cell maintenance and cell fate commitment (Fuchs & Blau, 2020). Thus, we employed CellPhoneDB (Efremova et al., 2020) and CellChat (Jin et al., 2021) to decipher intercellular communications, which enabled us to visualize and quantify cell–cell crosstalk based on the expression levels of ligand–receptor pairings. Consequently, various cell populations engaged in extensive crosstalk. Within the cranial stem cell niches, we found that the mesenchymal cell population played a central role in orchestrating intercellular communications and microenvironment modulations, as supported by the number and weights/strength of interactions, which far exceeded other cell types (Figure 6g–i).

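Crosstalk was counted for 63 ligand and receptor pairs fixed beforehand, a pair being detected between 2 classes when at least 10% of the cells of each, thinned to 1000 UMIs, held the transcript. With the libraries pooled, mesenchymal cells took part in 128 detected pairs, MNPs in 92, granulocytes in 88, endothelial cells in 67, B-lineage cells in 55 and T cells in 40. The pairs were chosen around genes the paper names, many of them mesenchymal ligands, which favors this class. Detection means transcripts in 2 classes of 1 digest, not contact or signaling.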

Our CellPhoneDB analysis revealed the top 20 ligand–receptor pairings (Figure S9A). Among these pairings, VCAM1‐α4β1 integrin (aka very late antigen 4, VLA4), TNC (tenascin C)‐α4β1 integrin (VLA4), SPP1 (aka osteopontin, OPN)‐α4β1 integrin (VLA4), FN1 (fibronectin 1)‐α4β1 integrin (VLA4), COL4A1‐α1β1 integrin (VLA1), and CXCL12 (aka stromal cell‐derived factor‐1, SDF‐1)‐CXCR4 are primarily involved in the intercellular crosstalk of the mesenchymal cells, especially the CXCL12–CXCR4 axis (Figure S9A). Furthermore, the CellChat analysis revealed the major signaling sources and targets, suggesting that the mesenchymal cell cluster serves as a sender/receiver (primarily as a sender) and coordinates with various signaling pathways, such as CXCL, SPP1, ANGPTL (angiopoietin like proteins), and PTN (pleiotrophin), to drive mesenchymalimmune cell crosstalk (Figures 6j–m and S9B–F). 

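Of mesenchymal cells pooled over the libraries, 44.9% held a Cxcl12 UMI, 26.9% a Vcam1 UMI, 12.8% Fn1, 37.1% Spp1, 24.9% Tnc and 22.0% Col4a1 at 1000 UMIs per cell. Cxcr4, the receptor for Cxcl12 (chromosome 1 of GRCm38 from 128588199 to 128592293), was counted in 28.3% of granulocytes, 18.6% of T cells and 15.8% of MNPs. Itga4, a chain of VLA4, was counted in 21.7% of MNPs, and Itga1, a chain of VLA1, in 14.9% of mesenchymal cells. With the libraries pooled, Vcam1 with Itga4 was detected between 8 pairs of classes, Fn1 with Itga4 between 12, Tnc with Itga4 between 4, Spp1 with Itga4 between 4, Col4a1 with Itga1 between 9 and Cxcl12 with Cxcr4 between 12. By age the last count was 6 at 02m and 8 at 18m in CBMA and 6 and 10 in CBMD.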

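Mesenchymal cells stood as sender in 101 detected pairs and as receiver in 27. MNPs stood as sender in 40 and receiver in 52, and granulocytes in 40 and 48. By pathway in the pooled cells, CXCL pairs were detected 17 times, SPP1 9, ANGPTL 3 and PTN 11 times. Ptn itself was counted in 16.8% of mesenchymal cells and Angptl4 in 17.6%.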

Next, to decipher age‐related changes in cell‐to‐cell communications in different cranial stem cell niches, we compared CBMA_18m with CBMA_02m (Figure 7a–f) and CBMD_18m with CBMD_02m (Figure S10A–F). 

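Of 3087 possible combinations of pair and classes in CBMA, 186 were detected at 02m and 191 at 18m, and of 2268 in CBMD 194 and 133. The direction rested on the threshold. At 5% of cells the counts were 451 and 501 in CBMA and 360 and 381 in CBMD, and at 20% 64 and 57 and 49 and 49. Without thinning they were 708 and 832 in CBMA and 575 and 632 in CBMD. In CBMD at 10%, Fn1 pairs numbered 24 at 02m and 6 at 18m and Vcam1 pairs 0 and 6, and in CBMA Vcam1 pairs numbered 4 and 10. Interaction strength was not analysed here.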

We found that the number of interactions increased during aging in CBMA and CBMD (Figures 7a and S10A); the interaction strength increased in CBMA but declined in CBMD (Figures 7a and S10A). Thus, both the number and strength of interactions dramatically change with age.

**FIGURE 7:**
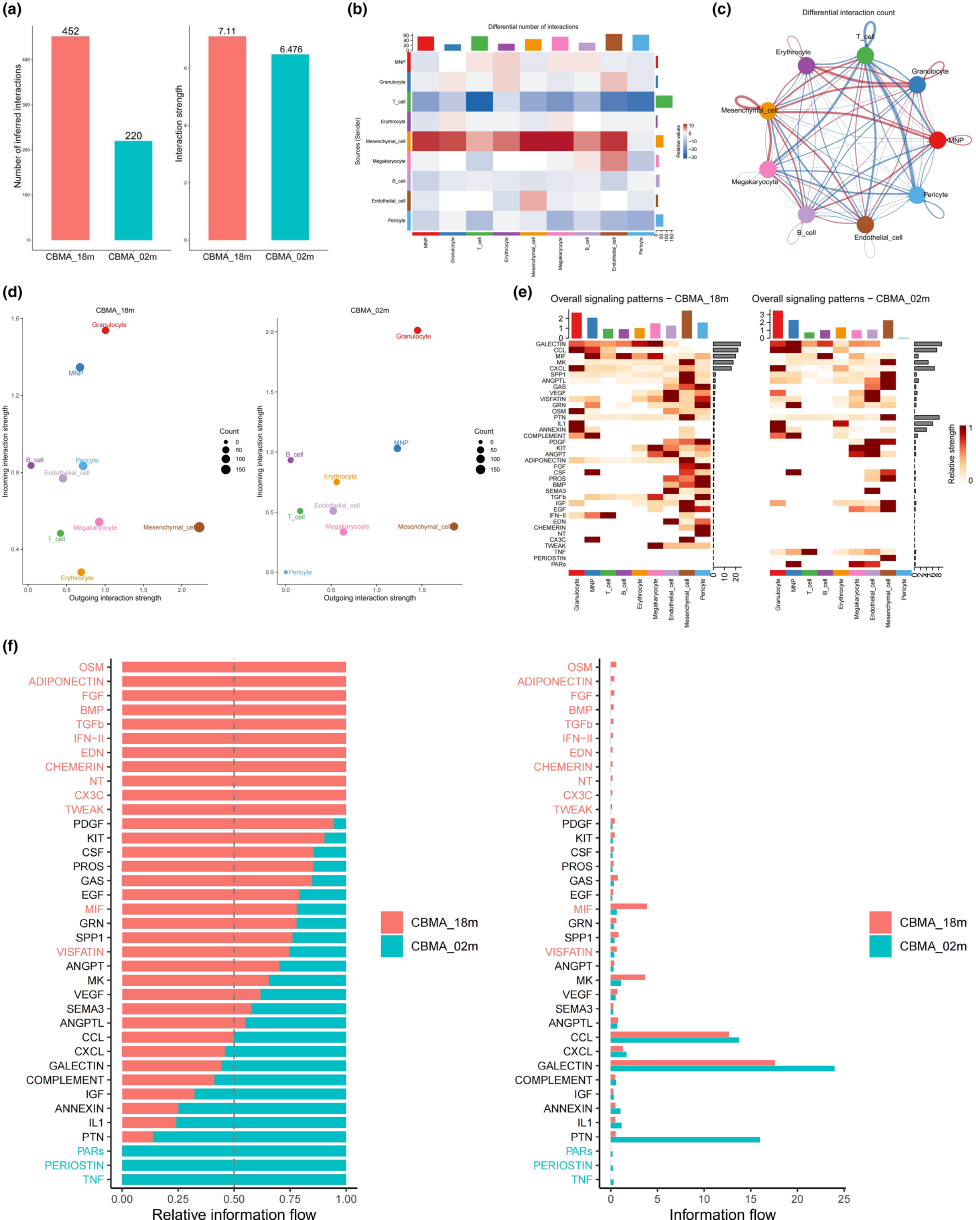
Age‐related changes of intercellular communications in CBMA. (a) Bar chart showing the overall differences of interaction number (left) and strength (right) between CBMA_18m and CBMA_02m, analyzed using CellChat. (b and c) Heatmap (b) and circle plot (c) presented differential interaction numbers among different cell clusters within CBMA, comparing CBMA_18m with CBMA_02m. (d) Scatter plots demonstrating the incoming and outgoing interaction strength of different cell clusters of CBMA_18m (left) and CBMA_02m (right), analyzed using CellChat. (e) Heatmaps revealing overall signaling patterns of different cell clusters of CBMA_18m (left) and CBMA_02m (right), analyzed using CellChat. The darker the color, the stronger the relative interaction strength. (f) Bar plots display the relative information flow (left) and information flow comparisons (right) of differential signaling pathways between CBMA_18m and CBMA_02m.

The number of differential interactions of each cluster was also analyzed (Figures 7b,c and S10B,C). During aging, the mesenchymal cell cluster had the most remarkable increase in differential interactions, again indicating its pivotal role in the complicated intercellular communication network, when comparing CBMA_18m with CBMA_02m (Figure 7b,c) and CBMD_18m with CBMD_02m (Figure S10B,C). In contrast, the T cells in CBMA and the erythrocytes in CBMD showed the most drastic decrease in differential interactions during aging (Figures 7b,c and S10B,C). 

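Mesenchymal cells took part in 78 pairs at 02m and 104 at 18m in CBMA and 104 and 77 in CBMD. Endothelial cells took part in 49 pairs at 02m and 44 at 18m in CBMA and 65 and 41 in CBMD. MNPs took part in 67 and 60 in CBMA and 68 and 48 in CBMD, and granulocytes in 65 and 75 and 74 and 58. Such directions rested on the threshold. At 5% of cells MNPs had 143 and 176 in CBMA and 139 and 155 in CBMD, and granulocytes of CBMD 135 and 144. Endothelial cells at 5% had 108 and 127 in CBMA and 114 and 119 in CBMD. At 20% granulocytes of CBMA had 30 and 21. With called doublets left out MNPs still had fewer at 18m, 61 and 55 in CBMA and 71 and 48 in CBMD. Among mesenchymal ligands, Vcam1 was counted in 4.35% of CBMA mesenchymal cells at 02m and 25.9% at 18m, and Fn1 in 14.3% and 1.67% of those of CBMD.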

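T cells took part in 19 detected pairs at 02m and 32 at 18m in CBMA, and in 31 and 24 in CBMD. At 5% of cells these were 99 and 101 in CBMA and 74 and 97 in CBMD. At 20% they were 5 and 2 in CBMA and 7 and 7 in CBMD. Erythroid cells took part in 64 and 42 in CBMA. In CBMD at 02m only 4 erythroid cells were captured, under the 20 required of a class, so they are not compared there.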

Regarding the signaling role of each cell cluster, all clusters maintained a similar status during aging when comparing CBMA_18m with CBMA_02m (Figure 7d) and CBMD_18m with CBMD_02m (Figure S10D). Finally, according to the overall signaling patterns and relative information flow, we suggest the following signaling pathways are most likely implicated in regulating the cranial stem cell niche during aging, including the upregulated signaling, such as CCL, CXCL, MIF, SPP1, and ADIPONECTIN, and the downregulated signaling, such as PERIOSTIN, MK, PTN, and GALECTIN, due to their differential expression with age change (Figures 7e,f and S10E,F).

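Detected pairs by pathway are given at 02m and 18m. ADIPONECTIN had 0 and 6 in CBMA and 0 and 5 in CBMD, where Adipoq was counted in 38.3% of mesenchymal cells at 18m. CXCL had 10 and 12 in CBMA and 11 and 13 in CBMD, and SPP1 7 and 9 and 8 and 6. CCL had 14 and 8 and 7 and 7, and MIF 12 and 12 and 15 and 7. GALECTIN, through Lgals9, had 32 and 27 and 50 and 7, PTN 8 and 8 and 7 and 0, MK 9 and 9 and 8 and 8, and PERIOSTIN 1 and 0 and 1 and 0. In mesenchymal cells Postn, encoding periostin, stood at 0.802 times (0.709 to 0.910) in CBMA and 0.134 times (0.0876 to 0.197) in CBMD relative to 02m. From differential information flow the paper proposes that these pathways regulate the cranial niche during aging.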

## 3 DISCUSSION

Over the past decades, the origin and specific niche of the major stem cell population within long bones have been extensively studied, revealing not only the biological properties of SSCs/MSCs but also their typical perivascular niche within the bone marrow (Chan et al., 2015, 2018). Contrariwise, we have limited knowledge concerning the resident stem cells and their niches within craniofacial bones. Only in recent years, the suture mesenchyme has been identified as a unique niche for SSCs/MSCs in craniofacial bones (Maruyama et al., 2016; Zhao et al., 2015). Besides cranial bone marrow, the suture mesenchyme possesses robust regenerative capacity and contributes to homeostasis (Park et al., 2016). Nevertheless, a comprehensive comparison and investigation of the different cranial stem cell niches, including age‐related changes in resident SSCs/MSCs and their niches, are yet to be undertaken. These knowledge gaps hinder our understanding of the mechanisms underlying poor calvarial regeneration and increased vulnerability with aging.

Our study investigated the dynamic changes in cranial stem cell niches during aging. We demonstrated significant alterations in cellular compositions and transcriptomic profiles, contributing to the inflammaging phenotype. Nonuniform changes are observed among different age and anatomical location groups, particularly in immune cells. Intriguingly, transcriptional changes occur more radically in early life than in later stages within the local milieu, also implying that transcriptional signatures of inflammaging in cranial stem cell niches might emerge early in life. If so, timely implementation of targeted interventions could improve age‐related changes and promote tissue rejuvenation. However, it should be noted that our scRNA‐seq data are cross‐sectional and collected at different time points (02, 12, and 18 m). Consequently, individual animals or cells cannot be studied longitudinally due to the experimental design. Therefore, the reported findings on transcriptional changes over time are also cross‐sectional, generated from different animal donors at varying time points rather than being longitudinal in nature (Uyar et al., 2020). Nonetheless, such limitation of the single‐cell studies might be overcome by “Live‐seq,” a technique enabling the temporal transcriptomic profiling of single cells (Chen et al., 2022).

Furthermore, assessing MSCs/SSCs or immune cells within human cranial bones using scRNA‐seq faces significant challenges arising from various factors, including ethical considerations. In such scenarios, alternative strategies may be essential to derive more meaningful data. One approach involves utilizing publicly available human data resources for mining and analysis, such as the UK Biobank. Meanwhile, several cutting‐edge technologies are under development, aiming to characterize and unravel spatial proteomics and/or spatial transcriptomics in the region of interest. These advances may provide valuable temporospatial information about the intricate cellular and molecular components in heterogeneous tissues, thus aiding in the comprehensive understanding of cranial bones and sutures. The integration of these complementary approaches has the potential to exponentially enhance our current knowledge in this field and contribute to the progress of cranial bone and suture research in clinical contexts (Li et al., 2023).

Previous studies have linked immune cells to cellular senescence and inflammaging (Almanan et al., 2020; Khosla et al., 2022; Li et al., 2021; Mogilenko et al., 2021). Likewise, we uncovered the proportional changes of immune cells at the cluster and subcluster levels. Our scRNA‐seq datasets also identified several immune cell subsets closely associated with chronic inflammation and aging. Specifically, we found a Cd8 + Gzmk+ T‐cell subset in the T‐cell cluster, PMN‐ISG and PMN‐aging subsets in the granulocyte cluster, and M‐MDSC in the MNP cluster, which highly resembled the observations reported by other groups (Bronte et al., 2016; Mogilenko et al., 2021; Xie et al., 2020). Although we did not identify new immune cell subsets, it is essential to note that age‐related immune cell changes in the cranial bone marrow may have tissue‐specific features. Unlike other bone marrow regions, the cranial bone marrow remains hematopoietically active throughout life (Poller et al., 2020) and serves as a myeloid cell reservoir (Cugurra et al., 2021; Herisson et al., 2018). Further exploration of the cranial bone marrow from this perspective would be an intriguing avenue of research.

Intercellular crosstalk within the stem cell niche is essential for stem cell function and fate decisions (Fuchs & Blau, 2020). Our CellPhoneDB and CellChat analyses revealed that the mesenchymal cell cluster had the most active cell–cell communication among other cell types within the niches, as evidenced by the number and weight of interactions. Thus, the mesenchymal cell population is central in orchestrating intercellular crosstalk and modulating the immune microenvironment. Several signaling pathways, such as CCL, CXCL, MIF, SPP1, ADIPONECTIN, PERIOSTIN, MK, PTN, and GALECTIN, were implicated in regulating aged cranial stem cell niches according to our CellChat analysis, which revealed their differential expression levels during aging. Meanwhile, based on CellPhoneDB analysis, the CXCL12–CXCR4 axis and the VCAM1–VLA4 axis may play significant roles and correlate with each other, as CXCL12 signaling through CXCR4 activation has been reported to augment cell adhesion to VLA4 via VCAM1 (Petty et al., 2009). Taken together, the CXCL12–CXCR4 axis and the SPP1 signaling may be fundamental mechanisms regulating the cranial stem cell niche, although further experimental confirmation is needed.

## 4 CONCLUSION

To conclude, we presented a single‐cell transcriptomic atlas of cranial stem cell niches differentiated by age and anatomic site. Our study revealed multiple attributes of suture mesenchyme and cranial bone marrow microenvironment during aging progression, including gene expression patterns, mesenchymal and immune cell subsets changes, and cell–cell communications, which may deepen the current understanding of cranial bone biology and have potential implications for regenerative medicine and antiaging therapies.

## 5 MATERIALS AND METHODS

### 5.1 Animal experiments

The following mice were purchased from Jackson Laboratory: *Gli1* ^*CreER*^ (JAX007913), *Axin2* ^*CreER*^ (JAX018867), and *tdTomato* ^*Ai14*^ (JAX007914). *Gli1* ^*CreER*^; *tdTomato* and *Axin2* ^*CreER*^; *tdTomato* mice were generated and injected intraperitoneally (i.p.) at postnatal Day 30 (P30) with tamoxifen (Sigma‐Aldrich, T5648‐1 g) at a dosage of 0.25 g/kg body weight on P30, P32, and P34. Wild‐type C57BL/6 mice were purchased from GemPharmatech Co., Ltd. All animal experiments were carried out in accordance with the guidelines of the Institutional Animal Care and Use Committee (IACUC) at the State Key Laboratory of Oral Diseases, West China Hospital of Stomatology, Sichuan University (WCHSIRB‐D‐2022‐274).

### 5.2 Tissue dissection and preparation of single‐cell suspensions

Mouse cranial bone marrow tissue was harvested from wild‐type C57BL/6 mice of three different age groups, that is two months old (02 m), twelve months old (12 m), and eighteen months old (18 m), with six to eight male mice in each group. In total, six libraries were created, including three libraries of cranial bone marrow adjacent to the suture (CBMA_02m; CBMA_12m; CBMA_18m) and three libraries of cranial bone marrow distant from the suture (CBMD_02m; CBMD_12m; CBMD_18m).

To isolate the cranial bone marrow, the entire calvarium was harvested and processed to prepare cranial bone marrow single‐cell suspensions, which was adopted from a peer‐reviewed high‐profile publication (Cugurra et al., 2021). In brief, the calvarium was dissected under a stereomicroscope, with the removal of dura mater and periosteum, and transferred into a 60 mm RNase‐free culture dish on ice, containing an appropriate amount of calcium‐ and magnesium‐free 1× PBS (0.04% BSA). The sagittal sutures and adjacent parietal bones were collected for CBMA groups; meanwhile, the parietal bones distant from cranial sutures were collected for CBMD groups. The collected cranial tissues were then cut into 0.5 mm^2^ pieces using sterile scissors and mechanically dissociated in 1× PBS (0.04% BSA) with a pestle, followed by enzymatic digestion (1 mg/mL collagenase I + 3 mg/mL collagenase II + 2 mg/mL dispase II in 10 mL MEMα) for 15 min at 37°C with brief vortexing every 5 min. The digestion process was terminated with 3 mL MEMα containing 10% FBS and then pipetting 5–10 times.

The resulting cell suspension was filtered through a 70‐μm cell strainer and centrifuged at 420 ***g*** for 4 min at 4°C. The cell pellet was resuspended in 100 μL 1× PBS (0.04% BSA) and added with 1 mL 1× Red Blood Cell Lysis Solution (Miltenyi Biotec, 130‐094‐183) and incubated on ice for 5–10 min. After incubation, the suspension was centrifuged at 420 ***g*** for 4 min at 4°C and processed to remove dead cells using MACS® Dead Cell Removal Kit (Miltenyi Biotec, 130‐090‐101), followed by washing in 1× PBS (0.04% BSA) and centrifuging at 420 ***g*** for 4 min at 4°C. The cell pellet was resuspended in 50 μL of 1× PBS (0.04% BSA). The overall cell viability was confirmed by trypan blue exclusion assay (Thermo Fisher Scientific, SV3008401), which was not less than 85%. Finally, the concentration of single‐cell suspensions was determined using the automated cell counter (Invitrogen, Countess II) and adjusted to 700–1200 cells/μL.

### 5.3 Library preparation and sequencing

The CBMA and CBMD single‐cell suspensions were loaded to 10× Chromium single‐cell platform (10× Genomics) to capture around 5000 single cells, which was performed with the 10× Chromium Single Cell 3’ Reagent Kit v3 (10× Genomics, 1000092) according to the manufacturer's instructions. Next, the cDNA amplification and library construction steps were conducted according to the standard protocol. Libraries were paired‐end sequenced on a NovaSeq 6000 Sequencing System (Illumina) by LC‐Bio Technology Co. Ltd. at a minimum depth of 20,000 reads per cell.

### 5.4 Preprocessing of scRNA‐seq data and QC

Sequencing data were demultiplexed and converted to FASTQ format using bcl2fastq software (Illumina, version 2.20). The Cell Ranger Single‐Cell Software Suite (version 5.0.1) was used to perform sample demultiplexing, barcode processing, and single‐cell 3′ gene counting. All scRNA‐seq data were aligned to the mouse reference genome GRCm38 from Ensembl. The Cell Ranger output was loaded into the Seurat software (version 3.1.1) for dimensional reduction, clustering, and analysis of scRNA‐seq data. Overall, 35,894 cells passed the QC threshold: all genes expressed in more than three cells (default parameters: 1 cell); 500 genes expressed per cell as low cut‐off; 5000 genes expressed per cell as high cut‐off; UMI counts more than 500; the percentage of mitochondrial genes less than 25%.

### 5.5 Dimension reduction and clustering

To visualize the data, we further reduced the dimensionality of all 35,894 cells using Seurat software and utilized UMAP to project the cells into 2D space. In detail, normalization of the gene expression value was performed using the “NormalizeData” function and the built‐in LogNormalize method of the Seurat software. Next, principal component analysis (PCA) was performed using the normalized gene expression value. Within all the principal components (PCs), the top 10 PCs were used to do clustering and UMAP analysis. A graph‐based clustering method was applied to identify clusters, which relied on a clustering algorithm based on weighted shared nearest neighbor (SNN) modularity optimization. Marker genes for each cluster were identified with the Wilcoxon rank‐sum test with default parameters via the “FindAllMarkers” function of the Seurat software. The selected marker genes were expressed in more than 10% of the cells in a cluster with an average log fold change (logFC) above 0.25.

### 5.6 Gene functional annotation

KEGG pathway analyses and GO annotations were performed using the R package clusterProfiler (version 4.0) (Wu et al., 2021; Yu et al., 2012), and the software package is available at https://github.com/YuLab‐SMU/clusterProfiler.

GSEA was performed using the curated gene sets of Canonical Pathways and Hallmarks from MSigDB database (Liberzon et al., 2011) to identify the pathways that were induced or repressed during aging. To be noted, GSEA was performed on pseudobulk profiles aggregated across all cell clusters. Besides, some functional analyses were also performed using the OmicStudio tools, which are available at https://www.omicstudio.cn/tool.

### 5.7 STEM analysis

The STEM analysis was performed on the DEGs between pseudobulk profiles aggregated across all cell clusters during aging from CBMA or CBMD. The parameters of STEM were set as follows: *p* value ≤ 0.05 in Bonferroni's test and fold change ≥ 1.5 between any pair of different age groups from CBMA or CBMD. The maximal correlation between profiles was 0.7 for the functions “Modeling Profiles” and “Clustering Profiles.” Data acquired from the CBMA and CBMD groups were analyzed separately using STEM. Finally, DEGs passing the filters of STEM were processed for gene enrichment analysis using the GO annotations.

### 5.8 Pseudotime trajectory analysis

The R package Monocle2 (Trapnell et al., 2014) was used to infer the developmental trajectory of the mesenchymal cell cluster. After pseudotime was determined, the pseudotime kinetics of DEGs were displayed using the plot_genes_in_pseudotime function in the R package. The pesudotime heatmap was generated using the plot_pseudotime_heatmap function in the R package.

### 5.9 RNA velocity analysis

The RNA velocity was estimated using the velocyto.R package (La Manno et al., 2018), which indicated the future cell state. First, annotation of spliced and unspliced reads was conducted using velocyto.py command‐line tools. Next, we performed downstream analysis using the velocyto.R pipeline. The RNA velocity of each cell was estimated using the gene.relative.velocity.estimates function with default parameters. Finally, velocity fields and pseudotime values were projected onto the existing UMAP plot.

### 5.10 Cell–cell communication analysis

We utilized CellPhoneDB (Efremova et al., 2020) and CellChat (Jin et al., 2021) to analyze intercellular communication networks, which enabled the visualization and quantification of cellular interactions according to the expression level of ligand–receptor pairings. As for CellPhoneDB, the database is available at https://www.cellphonedb.org/. And the software package is available at https://github.com/Teichlab/cellphonedb. As for CellChat, the software package is available at https://github.com/sqjin/CellChat.

### 5.11 Statistical analysis

All data were presented as mean ± SD. Significance was assessed using two‐tailed Student's *t* test for comparison between two groups or one‐way analysis of variance (ANOVA) for comparison between more than two groups. A *p* value less than 0.05 was considered statistically significant.

## AUTHOR CONTRIBUTIONS

B. L., Y.L., and Z.Z. designed the study. B.L., J.L., and BZ.L. performed the experiments and analyzed the data. B.L. and J.L. generated the figures. B.L. drafted the manuscript. L.L., B.L., T.O., Y.L., and Z.Z. critically reviewed and edited the manuscript. All authors approved the final version of the manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## Supporting information

FigureS1
Click here for additional data file.

FigureS2
Click here for additional data file.

FigureS3
Click here for additional data file.

FigureS4
Click here for additional data file.

FigureS5
Click here for additional data file.

FigureS6
Click here for additional data file.

FigureS7
Click here for additional data file.

FigureS8
Click here for additional data file.

FigureS9
Click here for additional data file.

FigureS10
Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in NCBI Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, reference number [GSE235176] (Li et al., 2023).

How the deposited data were processed for this re-analysis (not part of the article)

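Cells of the calvaria were captured from C57BL/6 mice of 02m, 12m and 18m, stated to be male. Each age gave a library of the sagittal suture with the bone beside it (CBMA) and a library of the parietal bone farther away (CBMD). The mice of an age, 6 to 8, were pooled, so there are 6 libraries and 1 for each condition. The paper divides each age group by site and collects both from whole calvaria, so both sites may come from the same mice. It does not state this outright, and the sites are not taken as replicates of age. The authors demultiplexed with bcl2fastq 2.20, aligned and counted UMIs with Cell Ranger 5.0.1 on GRCm38 from Ensembl, whose annotation release is not stated, and analysed cells with Seurat 3.1.1. The files hold whole-number UMIs per gene and barcode, not normalized, for barcodes that Cell Ranger called as cells. They come before the paper's limits, since barcodes with under 500 genes or over 25% mitochondrial UMIs are in them. Gene coordinates are from a GENCODE annotation of GRCm38, in which all 27840 kept genes were found by ID with the same symbol.

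The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0. The paper's limits were applied: genes in more than 3 cells, 500 to 5000 genes per cell, over 500 UMIs and under 25% mitochondrial UMIs. The 6 libraries were then clustered together with log-normalized counts, 2000 variable genes, 10 principal components, a graph of 20 neighbors and resolution 0.8, without integration. Each cluster took the cell type with the highest mean scaled expression of its fixed markers. It kept that name if at least 3 markers had a UMI in at least 10% of its cells and above their level elsewhere, and if the 10 leading genes held no more markers of another class than of its own. For sub-clusters, markers of the other main classes also count against a name. That part was added after 1 T-cell sub-cluster was seen to be named against its leading genes. Mesenchymal cells, T cells, granulocytes and MNPs were each clustered again by the same steps. Granulocyte sub-clusters were named but their shares not compared between ages, because interferon-stimulated and other defining genes differ by age in the whole class.

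Scrublet in scanpy scored doublets per library. Its automatic threshold called 196 cells (0.522%), under 0.5% of cells in 4 libraries. After that was seen, the highest scores up to 0.8% per 1000 barcodes of a library were taken, 2393 cells (6.37%). These cells stay in the main values and are left out in an alternative. For cell cycle calls with Seurat, each cell was thinned to 1000 UMIs and genes seen in at least 20 cells were used.

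UMIs of a class were summed per library, 202934545 UMIs in all, and scaled to CPM. Symbols given to more than 1 gene ID (16) were kept apart. Small classes are compared less precisely, among them mesenchymal cells with 50 to 348 cells and 183857 to 2658822 UMIs per library and endothelial cells with 24 to 125 cells and 130764 to 709188 UMIs, so a gene at 10 CPM there has few UMIs and the interval printed with each ratio gives the precision. A ratio of CPM between ages has an exact 95% interval from the 2 Poisson sums, and a share an exact binomial interval. These cover counting alone, and with 1 library per condition no test across mice was made. Where 1 of 2 sums is 0, UMIs are printed in place of a ratio, and 0.5 was added to sums only to rank genes. Scaling by median-of-ratios size factors in place of total UMIs moves every log2 ratio of a comparison by a fixed amount. In all cells the median gene stood at 0.24 for 18m against 02m, 0.32 for 12m against 02m and -0.10 for 18m against 12m in CBMA, and at 0.11, 0.16 and -0.074 in CBMD. Ratios in the text are not shifted by these.

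Gene lists, 30 in number, were written from textbook membership before the data were examined, as were the markers, comparisons and first alternatives. A member counts as measured with at least 50 UMIs over the 2 libraries, and as higher or lower at 1.5-fold. A list's median log2 ratio was ranked among 10000 random lists drawn from genes of like mean expression, in 20 bins, which describes these libraries and not the spread between mice. Genes at least 1.5-fold apart were counted after both sums were thinned to the smaller total, with at least 50 UMIs, and also at 1 depth for all classes of a site. Overlaps are set beside those of 3 unchanged libraries drawn from the pooled profile of a site at the real totals, and beside the product of the list sizes over the genes compared. Temporal patterns were sorted by the same 1.5-fold rule in place of STEM. Crosstalk was counted over 63 ligand and receptor pairs, detected when at least 10% of thinned cells of both classes held the transcript and both classes had at least 20 cells, in place of CellPhoneDB and CellChat.

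Genes are named by a fixed rule: every gene the paper names for these experiments and members of a named list, and the 10 largest rises and falls for 18m and for 12m against 02m, ranked by the smaller change of the 2 sites among genes changed in the same direction in both. Those of all cells and of mesenchymal cells are printed, except that some named items are not reported here. Other genes appear as leading genes of a cluster.

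The procedure was tested on simulated data for the comparison of 18m with 02m, with 200 genes changed. Of 100 genes changed 2-fold in all cells the size rule found 100 in CBMA and 96 in CBMD, and of 100 changed 4-fold 99 and 100. Of genes left unchanged it called 1.49% and 1.33%. In mesenchymal cells it found 63 of 100 changed 2-fold in CBMA, where thinning left the others under the minimum, and 98 in CBMD. It called 173 of 7729 unchanged genes in CBMA (2.24%) and 166 of 2673 in CBMD (6.21%). In CBMA only 2945 genes passed the minimum after thinning and could be called, so 2.24% understates the rate among them. These rates do not cover differences between pools of mice. A list with raised members ranked at percentile 100 in all cells, granulocytes and mesenchymal cells of both sites. Of 100 unchanged lists, 93 to 98 fell in the central 95%.

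Alternatives were run 1 at a time: a mitochondrial limit of 10%, no upper gene limit, called doublets left out, resolutions 0.4 and 1.5, 30 principal components, NK-like or Mpo-high clusters left out of their class, thinning to 2000 UMIs or none, median-of-ratios scaling, classes weighted equally, a minimum of 1 or 200 UMIs, 2-fold, subsets of mesenchymal cells, and detection at 5% or 20% of cells. Chosen after seeing the data were the doublet rule by rank and the restriction of 12m and 02m to cells with a Y-linked UMI and no Xist UMI, which favors cells of greater depth. Not analysed here are pseudotime (Monocle2), RNA velocity, interaction strength, KEGG and disease terms, and microscopy.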

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

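The test of neutrophil RNA in MNPs was chosen only after the result was seen, and the other tests here were written after their patterns but before their own values were seen. Differences between the 2 sites stand out in 5 lists, whose medians changed by at least 1.5-fold in opposite directions, beyond the central 95% of random lists in each site. None of these differences was tested, since each site has 1 library per age. They are median log2 ratios of 18m or 12m against 02m in CBMA and CBMD: fibrillar collagen and osteogenic genes in all cells at 18m, 2.34 and -2.42, erythroid transcripts in all cells at 12m, -0.61 and 5.51, G2 and M phase genes in granulocytes at 18m, -0.72 and 0.68, primary granule genes in granulocytes at 18m, -0.76 and 0.82, and neutrophil transcripts in endothelial cells at 18m, -1.17 and 0.83. In CBMD granulocytes the summed level of the G2 and M phase genes went the other way, from 4525 to 4156 CPM. With the classes weighted equally the CBMA medians were -0.35 for fibrillar collagen and osteogenic genes and 1.03 for erythroid transcripts. For the fibrillar collagen and osteogenic rise in CBMA, mesenchymal cells numbered 69 of 8580 cells at 02m and 348 of 7232 at 18m. Within them the list's median was -0.41, and -0.64 to -0.38 under the alternatives. That argues against higher expression in mesenchymal cells as the source of this rise. For the other differences the cells captured and expression both stay open. Erythroid cells of CBMD numbered 4 at 02m and 110 at 12m, too few at 02m to compare within the class.

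Xist, which the paper does not discuss, stood at 564 CPM in CBMA_12m and 596 CPM in CBMD_12m, while the other 4 libraries stood under 1 CPM. If Xist were switched on with age in male cells, cells with both Xist and a Y-linked UMI would be as common as independence gives, yet they were 108 against 239 expected in CBMA and 152 against 419 in CBMD, ratios of 0.452 and 0.363. The 18m libraries, older still, held 10 and 12 Xist UMIs, and both facts argue against that explanation. A mixture of male and female cells gives such a deficit, so cells of female mice in the 12m pools remain a candidate explanation, under which every difference of 12m from the other ages combines age with sex.

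Neutrophil transcripts mark the mesenchymal sub-cluster that corresponds to the paper's senescent subset, with S100a9 at 65289.5 CPM. With 1 mixing share of 71.1% set from S100a8 and S100a9, 94.95% of 317 other granulocyte genes lay within 2-fold of the predicted level, which is consistent with neutrophil RNA or neutrophils in these droplets, while Col1a1 and Cxcl12, whose levels differ between mesenchymal subsets, had 643 UMIs against 1582 predicted. Cdkn1a and Cdkn2a had 25 UMIs against 29.4 predicted, a ratio of 0.849 (0.550 to 1.25), too few counts to tell a senescence program from its absence, and that program stays open. In the MNP sub-clusters that correspond to PMN-MDSC, 93.4% of 167 genes lay within 2-fold at a share of 30.0% when pooled, and 88.1%, 92.0% and 78.6% in sub-clusters 9, 10 and 17, the last under the 80% set for mixing, while sub-cluster 9 had 18.8% called doublets and Cdkn1a and Cdkn2a at 1.59 (1.39 to 1.82) times the prediction, so sources beside mixing stay open for these. Median UMIs of the mesenchymal sub-cluster, 3039, lay near the 2851 of granulocytes and below the 6652 of other mesenchymal cells, which argues against doublets of 2 whole cells of median size.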

How the results depend on the processing

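The tests on cells with a Y-linked UMI and no Xist UMI and the choice of doublets by rank were made only after the result was seen. No paired analysis was run, since each condition has 1 library and the paper does not state outright that the sites share mice. A value counts here as kept when it stays within its 95% counting interval, or a count of genes within 1.5 times. The number of cells passing QC stayed within 1.5 times at all 4 alternatives: 36065, 39163, 35183 and 37380. Granulocyte subset shares are not compared between ages, so their alternatives enter only the comparison with the paper's values. At resolution 0.4 there was no NKT or GDT sub-cluster, and no PMN-MDSC sub-cluster was left without called doublets. Values for 12m are against 02m, and those for 18m against 02m unless 12m is named. Where the construction of an alternative does not show why a value moved, as fewer genes pass a higher minimum or 2-fold, the cause was not tested. Over all their alternatives at 18m, medians of interferon-stimulated genes in granulocytes ran from -1.77 to -1.71 in CBMA and -2.27 to -2.09 in CBMD, and those of marrow niche factors in mesenchymal cells from 2.32 to 2.59 and 3.36 to 3.66. The difference in MNP share ran from -15.4 to -13.8 percentage points in CBMA and -10.2 to -8.19 in CBMD.

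Of 118 class shares under alternatives, 94 were kept and 24 moved, and none whose interval excluded 0 changed sign. The differences in percentage points, older minus 02m, follow. At resolution 0.4, granulocytes at 18m 8.75 in CBMA. With 30 principal components, granulocytes at 12m 1.59 in CBMA and -6.14 in CBMD, MNPs at 12m -11.8 in CBMA and -13.4 in CBMD, B-lineage cells at 12m 2.68 in CBMA, mesenchymal cells at 18m 1.63 in CBMA and 0.875 in CBMD, mesenchymal cells at 12m 0.482 in CBMA and 0.919 in CBMD. Under a mitochondrial limit of 10%, granulocytes at 12m -12.7 in CBMD, MNPs at 12m -14.8 in CBMA and -13.9 in CBMD. Among cells with a Y-linked UMI and no Xist UMI, granulocytes at 12m -13.9 in CBMD, MNPs at 12m -14.7 in CBMA, T cells at 12m 8.36 in CBMD, B-lineage cells at 12m 11.01 in CBMD, mesenchymal cells at 12m 0.996 in CBMD. At resolution 1.5, MNPs at 12m -14.0 in CBMA and -14.9 in CBMD. Without Mpo-high progenitors, MNPs at 12m -13.9 in CBMA and -15.5 in CBMD. Without NK-like cells, T cells at 12m 0.384 in CBMA and 6.04 in CBMD. Among 24 values for mesenchymal subsets 21 were kept, and all 12 for T-cell subsets. At resolution 0.4, CAR cells at 18m 53.3 in CBMD. At resolution 1.5, SuSCs at 18m -29.7 in CBMD. With called doublets left out, SuSCs at 18m -58.9 in CBMD. For MNP subsets 13 of 22 values moved and 2 turned, those of M-MDSC in CBMD at resolutions 0.4 and 1.5. At resolution 0.4, M-MDSC at 18m -32.5 in CBMA and -30.3 in CBMD, cMo at 18m -14.0 in CBMA and -10.5 in CBMD. At resolution 1.5, M-MDSC at 18m -20.7 in CBMA and -22.2 in CBMD, cMo at 18m -12.0 in CBMA and -11.5 in CBMD. With 30 principal components, M-MDSC at 18m 12.0 in CBMA and 14.2 in CBMD, cMo at 18m -17.9 in CBMA and -11.6 in CBMD. With called doublets left out, M-MDSC at 18m 5.25 in CBMA, cMo at 18m -14.7 in CBMA and -15.5 in CBMD. G1 shares moved in 7 of 20 values, and each of the moved ones kept its direction. The difference in CBMA T cells, whose interval includes 0, was -2.38 and turned to 2.56 to 4.39 under the alternatives, while in CBMD T cells and CBMA mesenchymal cells the fall to 0.701 and 9.60 without thinning stayed within wide intervals. Thinned to 2000 UMIs, all cells at 18m 20.7 in CBMA and 11.1 in CBMD. Without thinning, all cells at 18m 21.6 in CBMA and 11.04 in CBMD, granulocytes at 18m 7.66 in CBMD, MNPs at 18m 28.3 in CBMA and 20.6 in CBMD.

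Of 768 list medians, 682 were kept, 79 moved and 7 turned. Only a part of the moved ones is listed here. The turned ones are S phase in both sites, fibrillar collagen and osteogenic genes and erythroid transcripts in CBMA with the classes weighted equally, and 3 at 12m among cells with a Y-linked UMI and no Xist UMI. With the classes weighted equally, MHC class II at 12m 0.35 in CBMA, immunoglobulin at 18m 1.19 in CBMA, immunoglobulin at 12m 0.17 in CBMA, interferon-stimulated at 18m -1.28 in CBMD, interferon-stimulated at 12m -1.52 in CBMD, inflammatory and SASP at 18m 0.58 in CBMA, ribosomal protein at 18m -0.37 in CBMA and -0.58 in CBMD, OXPHOS at 18m -0.43 in CBMA, proteasome at 18m -0.32 in CBMA, DNA replication at 18m -0.064 in CBMA, S phase at 18m 0.0098 in CBMA and 0.014 in CBMD, cytokine and cytokine receptor at 18m 0.52 in CBMA, T-cell receptor signaling at 18m 0.21 in CBMA and 0.088 in CBMD, MAPK signaling at 18m 0.33 in CBMA, focal adhesion and ECM receptor at 18m 0.090 in CBMA, fibrillar collagen and osteogenic at 18m -0.35 in CBMA, marrow niche factors at 18m 1.81 in CBMA, erythroid transcripts at 12m 1.03 in CBMA. With called doublets left out, immunoglobulin at 18m 5.65 in CBMA, immunoglobulin at 12m 5.39 in CBMA. With median-of-ratios size factors, ribosomal protein at 18m -0.67 in CBMA, OXPHOS at 18m -0.9984 in CBMA and -0.76 in CBMD, proteasome at 18m -0.87 in CBMA and -0.51 in CBMD, DNA replication at 18m -0.9999 in CBMA, cytokine and cytokine receptor at 18m 0.58 in CBMA, T-cell receptor signaling at 18m 0.66 in CBMA, MAPK signaling at 18m 0.37 in CBMA and 0.20 in CBMD, neurotrophin signaling at 18m 0.17 in CBMA. Among cells with a Y-linked UMI and no Xist UMI, sex chromosome at 12m 0.33 in CBMD, inflammatory and SASP in mesenchymal cells at 12m -1.29 in CBMA, neutrophil transcripts in mesenchymal cells at 12m -2.79 in CBMA, interferon-stimulated in granulocytes at 12m -2.85 in CBMA.

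Counts of genes at least 1.5-fold higher moved in 33 of 58 alternatives: 14 each at the higher minimum and at 2-fold, 2 each without thinning and among cells with a Y-linked UMI and no Xist UMI, and 1 with median-of-ratios size factors. At a minimum of 200 UMIs, all cells 18m against 02m 3363 in CBMA and 1979 in CBMD, all cells 12m against 02m 2406 in CBMA and 2510 in CBMD, all cells 18m against 12m 672 in CBMA and 571 in CBMD, granulocytes 18m against 02m 1199 in CBMA and 1269 in CBMD, MNPs 18m against 02m 2045 in CBMA and 1596 in CBMD, T cells 18m against 02m 284 in CBMA and 66 in CBMD, mesenchymal cells 18m against 02m 88 in CBMA and 132 in CBMD. At 2-fold, all cells 18m against 02m 3499 in CBMA and 1858 in CBMD, all cells 12m against 02m 2088 in CBMA and 2719 in CBMD, all cells 18m against 12m 791 in CBMA and 257 in CBMD, granulocytes 18m against 02m 715 in CBMA and 950 in CBMD, MNPs 18m against 02m 1463 in CBMA and 1191 in CBMD, T cells 18m against 02m 440 in CBMA and 159 in CBMD, mesenchymal cells 18m against 02m 303 in CBMA and 386 in CBMD. With median-of-ratios size factors, all cells 12m against 02m 2405 in CBMA. Among cells with a Y-linked UMI and no Xist UMI, all cells 12m against 02m 2452 in CBMA and 2504 in CBMD. Without thinning, T cells 18m against 02m 965 in CBMD, mesenchymal cells 18m against 02m 2337 in CBMA. The cells with a Y-linked UMI and no Xist UMI were also compared at a lower depth, so that move has 2 possible sources. Detected ligand and receptor pairs, 18m minus 02m, turned in 3 of 8 values. At 20% of cells, pairs -7 in CBMA. Without thinning, pairs 57 in CBMD. At 5% of cells, pairs 21 in CBMD.

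Ratios of named genes were kept in 344 of 554 values, moved in 199 and turned in 11, all of these for 18m against 02m in mesenchymal cells except Igkc in MNPs. In CAR cells alone, Cxcl12 0.969 in CBMA, Col1a1 2.09 in CBMA, S100a8 1.66 in CBMA, Nr4a1 0.910 in CBMA, Zfp36l2 0.825 in CBMA. In SuSCs alone, Ebf3 0.267 in CBMA. Without the neutrophil-gene sub-cluster, Il1b 1.25 in CBMD, S100a8 2.65 in CBMA, S100a9 2.42 in CBMA. With called doublets left out, Cxcl2 0.961 in CBMA. With median-of-ratios size factors, Igkc 0.995 in CBMA. CAR cells numbered 3 in CBMA and 0 in CBMD at 02m, so their ratios rest on few cells.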

Differences from the paper's values

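The doublets left out below are those of the rank rule, a rule chosen only after the automatic calls were seen, and no other test in this part was chosen after its result was seen. The alternatives named are otherwise those set before the data were examined. Of 61 values of the paper compared, 16 differ by more than the counting interval and by more than 1.5 times, and all of these are shares of cells read by eye from figures. Mesenchymal cells as a share of cells (the paper's Fig. 3, read by eye, then here): about 0.6% and 0.906% in CBMD_18m. The alternatives without such a difference were 30 principal components (0.875%), called doublets left out (0.853%) and a mitochondrial limit of 10% (0.823%) for CBMD_18m. NKT as a share of T cells, with NK-like cells here (the paper's Fig. 5c, read by eye, then here): about 3% and 0.402% in CBMA_02m, about 18% and 39.5% in CBMA_12m, about 31% and 4.04% in CBMA_18m, about 36% and 15.6% in CBMD_12m and about 30% and 2.27% in CBMD_18m. The alternatives without such a difference were 30 principal components (1.21%) for CBMA_02m. For the rest every alternative differed: CBMA_12m, CBMA_18m, CBMD_12m and CBMD_18m. Unnamed sub-clusters held 53.9% and 65.4% of the T cells of CBMA_18m and CBMD_18m, so the shares compared there need not describe like cells. GDT as a share of T cells (the paper's Fig. 5c, read by eye, then here): about 4% and 6.83% in CBMA_02m, about 2% and 5.44% in CBMA_12m, about 2% and 8.79% in CBMA_18m, about 3% and 5.03% in CBMD_12m and about 2% and 4.85% in CBMD_18m. The alternatives without such a difference were 30 principal components (4.42%) and called doublets left out (4.43%) for CBMA_02m; 30 principal components (2.04%) and called doublets left out (1.46%) for CBMA_12m; 30 principal components (4.76%) and called doublets left out (2.91%) for CBMD_12m; called doublets left out (2.53%) for CBMD_18m. For CBMA_18m every alternative differed too. PMN-ISG as a share of granulocytes (the paper's Fig. 5i, read by eye, then here): about 35% and 61.7% in CBMA_02m, about 2% and 0.838% in CBMA_12m and about 29% and 58.8% in CBMD_02m. The alternatives without such a difference were called doublets left out (34.4%) for CBMA_02m; called doublets left out (36.5%) for CBMD_02m. For CBMA_12m every alternative differed too. PMN-aging as a share of granulocytes (the paper's Fig. 5i, read by eye, then here): about 47% and 2.26% in CBMA_12m and about 5% and 2.86% in CBMD_12m. The alternatives without such a difference were resolution 0.4 (6.17%) for CBMD_12m. For CBMA_12m every alternative differed too. In CBMA_12m an unnamed sub-cluster held 68.7% of the granulocytes, so the granulocyte shares compared there need not describe like cells.

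The paper reports megakaryocytes, plasmacytoid dendritic cells, osteoclasts and intermediate monocytes, and here no cluster took these names. The paper states that GDT and NKT rose with age in T cells. GDT here were 6.83% (4.03 to 10.7) of T cells at 02m and 8.79% (6.26 to 11.9) at 18m in CBMA. There the intervals overlap, and the difference ran from -0.395 to 3.18 points under the alternatives. In CBMD GDT were 11.1% and 4.85%, and Trdc was lower in both sites. For NK or NKT the difference in percentage points was 3.64 in CBMA and 0.0432 in CBMD, where they were 2 and 7 cells. Klrb1c, encoding NK1.1, was higher at 18m in T cells of both sites. Unnamed sub-clusters held 53.9% of T cells in CBMA_18m and 65.4% in CBMD_18m, and whether these include NKT cells was not tested. The paper describes Gzmk as exclusive to 1 subset, and here Gzmk was highest in 2 of 12 T-cell sub-clusters, at 87.9 and 88.2 CPM, followed by 25.7 CPM, with no allowance for background. The paper states that M-MDSC rose with age in both sites. In CBMA the difference here was -0.258 points, with a rise of 12.0 at 30 principal components and of 5.25 without called doublets, but -32.5 and -20.7 at resolutions 0.4 and 1.5. In CBMD it was 5.52, 14.2 at 30 principal components and 8.33 without called doublets, and -30.3 and -22.2 at the same 2 resolutions.

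The paper ranks 12m against 02m as the comparison with the most upregulated genes, followed by 18m against 02m and 18m against 12m. Its text states no threshold for these lists, and the 1.5-fold rule is used here. Over all cells, granulocytes, MNPs, T cells and mesenchymal cells of both sites, the paper's order held in 6 of 10, not in all cells of CBMA, T cells of CBMD or mesenchymal cells of either site. The pairs ranked there differ in depth. At 1 depth for all pairs of a site, the counts in the paper's order were 131, 105 and 53 in T cells of CBMD, 214, 139 and 145 and 218, 181 and 85 in mesenchymal cells of CBMA and CBMD, and 146, 209 and 234 and 160, 163 and 135 in granulocytes. In all cells the order was as the paper gives it in CBMD, at 4359, 3435 and 930, and not in CBMA, at 4200, 5412 and 1481. The paper states that mesenchymal cells always had the most upregulated genes and granulocytes usually the fewest. At equal depth over the 6 pairs of site and comparison, mesenchymal cells had the largest share of higher genes in 3, granulocytes the largest in 3 and the smallest in 0, and MNPs the smallest in 6. Mesenchymal cells led for 12m against 02m in both sites and for 18m against 02m in CBMD. The paper gives DNA replication, lowered, and neurotrophin signaling, raised, as enriched terms unique to CBMD. Here the list medians were farther from 0 in CBMA for both. Term enrichment was not run, so the sizes of these medians do not test that statement. With the classes weighted equally the replication medians were -0.064 in CBMA and -0.080 in CBMD.

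The paper reports that interactions between clusters became more numerous at 18m in both sites. In CBMD 194 pairs were detected at 02m and 133 at 18m here, while at 5% of cells the difference was 21 and without thinning 57. It states that mesenchymal cells gained the most interactions in both sites and that T cells lost the most in CBMA. Pairs with mesenchymal cells numbered 104 at 02m and 77 at 18m in CBMD, and pairs with T cells 19 and 32 in CBMA. At 20% of cells these were 26 and 32, and 5 and 2, and at 5% mesenchymal cells of CBMD had 172 and 173. The paper draws its raised and lowered pathways from signaling patterns and information flow, which counts of detected pairs do not measure. Of the 5 pathways the paper lists as raised, ADIPONECTIN and CXCL had more pairs at 18m in both sites, SPP1 in CBMA alone, and CCL and MIF in neither. Of the 4 it lists as lowered, GALECTIN and PERIOSTIN had fewer pairs at 18m in both sites, PTN in CBMD alone, and MK in neither. Other settings reach the paper's direction for some of these: SPP1 in CBMD at 20% of cells (0 and 4), CCL at 5% (46 and 50 in CBMA, 29 and 40 in CBMD), MIF in CBMA at 5% (35 and 54), without thinning (56 and 91) and without called doublets (12 and 18), and PTN in CBMA at 20% (5 and 0) and without thinning (10 and 9). For CCL in CBMD the same holds without thinning (58 and 74) and without called doublets (5 and 7).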

Other observations

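The restriction to cells with a Y-linked UMI and no Xist UMI was chosen only after the result was seen, and the other tests here were written after their patterns but before their own values were seen. Interferon-stimulated genes were lower, and immunoglobulin genes outside B-lineage cells higher, at the older ages in several classes at once, so RNA free in the droplets was tested as a hypothesis for each. For the interferon-stimulated genes, S100a8 and S100a9 put the neutrophil part of T-cell UMIs at 02m at 4.39% in CBMA and 4.77% in CBMD, and T cells held 14.2 and 9.41 times the UMIs this part predicts, as medians over 36 and 35 genes, which argues against free RNA of neutrophils as the source. At 12m the granulocyte median in CBMA was -2.85 among cells with a Y-linked UMI and no Xist UMI, so that difference does not rest on cells with Xist. A response in the 02m mice, a loss with age and a difference in handling between the pools stay open, and none of the 3 was tested.

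Free RNA of antibody-secreting cells would give all other classes a like level of immunoglobulin transcripts within a library. The highest class stood at 9.34, 7.41 and 3.56 times the lowest in CBMA at 02m, 12m and 18m and 13.6, 2.66 and 16.5 times in CBMD, a median of 8.38, with 1 library under 3 and 2 over 10. T cells were the highest class of CBMA_12m and CBMD_18m through few cells, with means of 97.0 and 52.3 UMIs per cell and medians of 12 and 3, and the medians of all classes but B-lineage cells ran from 8.50 to 13 and 2 to 4, as free RNA would give. The 02m libraries went the other way. There 79.1% of MNPs and 27.5% of mesenchymal cells held such a UMI in CBMA, and 69.5% and 15.6% in CBMD, without allowance for depth per cell. By the ratios of class means free RNA and RNA held by the cells cannot be told apart. A like level needed most libraries under 3 and its absence most over 10. No biological source of these transcripts was tested.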
